# Transcriptional profiling of PPARα−/− and CREB3L3−/− livers reveals disparate regulation of hepatoproliferative and metabolic functions of PPARα

**DOI:** 10.1186/s12864-019-5563-y

**Published:** 2019-03-11

**Authors:** Philip M. M. Ruppert, Jong-Gil Park, Xu Xu, Kyu Yeon Hur, Ann-Hwee Lee, Sander Kersten

**Keywords:** Liver, CREB3L3, PPARα, Fasting, Ketogenic diet, Transcriptomics

## Abstract

**Background:**

Peroxisome Proliferator-Activated receptor α (PPARα) and cAMP-Responsive Element Binding Protein 3-Like 3 (CREB3L3) are transcription factors involved in the regulation of lipid metabolism in the liver. The aim of the present study was to characterize the interrelationship between PPARα and CREB3L3 in regulating hepatic gene expression. Male wild-type, PPARα−/−, CREB3L3−/− and combined PPARα/CREB3L3−/− mice were subjected to a 16-h fast or 4 days of ketogenic diet. Whole genome expression analysis was performed on liver samples.

**Results:**

Under conditions of overnight fasting, the effects of PPARα ablation and CREB3L3 ablation on plasma triglyceride, plasma β-hydroxybutyrate, and hepatic gene expression were largely disparate, and showed only limited interdependence. Gene and pathway analysis underscored the importance of CREB3L3 in regulating (apo)lipoprotein metabolism, and of PPARα as master regulator of intracellular lipid metabolism. A small number of genes, including *Fgf21* and *Mfsd2a*, were under dual control of PPARα and CREB3L3. By contrast, a strong interaction between PPARα and CREB3L3 ablation was observed during ketogenic diet feeding. Specifically, the pronounced effects of CREB3L3 ablation on liver damage and hepatic gene expression during ketogenic diet were almost completely abolished by the simultaneous ablation of PPARα. Loss of CREB3L3 influenced PPARα signalling in two major ways. Firstly, it reduced expression of PPARα and its target genes involved in fatty acid oxidation and ketogenesis. In stark contrast, the hepatoproliferative function of PPARα was markedly activated by loss of CREB3L3.

**Conclusions:**

These data indicate that CREB3L3 ablation uncouples the hepatoproliferative and lipid metabolic effects of PPARα. Overall, except for the shared regulation of a very limited number of genes, the roles of PPARα and CREB3L3 in hepatic lipid metabolism are clearly distinct and are highly dependent on dietary status.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5563-y) contains supplementary material, which is available to authorized users.

## Background

The liver plays a critical role in the metabolic response to changes in the diet. An important regulatory mechanism in the control of metabolism is via changes in the expression of relevant genes. Indeed, changes in nutrient composition and nutrient availability trigger profound changes in the hepatic expression of numerous genes involved in glucose and lipid metabolism. An important transcription factor that is involved in the adaptive response to changes in nutrient supply is PPARα [1, 2]. PPARα is a member of the family of nuclear receptors and part of the subfamily of Peroxisome Proliferators Activated Receptors, which also includes PPARβ/δ and PPARγ [3]. The PPARs share a common mode of action that involves heterodimerization with the nuclear receptor RXR (Retinoid X Receptor), followed by binding of the PPAR-RXR complex to specific DNA sequences in the regulatory regions of target genes [4–6]. Activation of transcription is triggered by binding of a ligand, which include fatty acids and fatty acid derivatives such as eicosanoids and oxidized fatty acids, as well as a variety of synthetic compounds collectively referred to as peroxisome proliferators [7].

Evidence abounds indicating that PPARα is crucial for the transcriptional regulation of hepatic lipid metabolism during fasting. Indeed, studies employing expression profiling of whole body or liver-specific PPARα−/− mice have demonstrated that PPARα induces the expression of hundreds of genes involved in nearly every branch of hepatic lipid metabolism [8–12]. Hence, PPARα can be aptly described as the master regulator of hepatic lipid metabolism, especially under conditions of elevated hepatic lipid load, as occurs during fasting, high fat feeding, and a ketogenic diet. In line with this notion, the absence of PPARα during fasting leads to a host of metabolic disturbances, including a fatty liver, elevated plasma non-esterified fatty acids, hypoglycemia and hypoketonemia [8–12].

Cyclic AMP-responsive element-binding protein 3 Like 3 (CREB3L3, encoded by *Creb3l3*) is a bZiP transcription factor that is highly expressed in the liver [13]. CREB3L3 is produced as an ER precursor form and is proteolytically activated in the Golgi to liberate the N-terminal portion that functions as a transcriptional activator [13]. Growing evidence implicates CREB3L3 in the regulation of glucose and lipid metabolism in the liver [14]. Specifically, CREB3L3 has been shown to stimulate gluconeogenesis [15] and glycogenolysis [16], plasma triglyceride clearance [17], and lipid droplet formation [18].

Both PPARα and CREB3L3 are activated in the liver by fasting and play important roles in the utilization of fatty acids for energy in the fasted state [8–10, 19]. Several lines of evidence point to an interaction between PPARα- and CREB3L3-mediated gene regulation. First, PPARα has been shown to regulate CREB3L3 expression in human and mouse hepatocytes [20], likely via a PPRE located upstream of exon 3 [21], indicating that *Creb3l3* is a direct PPARα target gene. Second, there is strong evidence that PPARα and CREB3L3 cooperate in the regulation of certain genes such as *Fgf21*, encoding Fibroblast Growth Factor 21*.* Specifically, PPARα and CREB3L3 physically interact to form a complex that binds to an integrated CRE-PPAR-responsive element-binding motif in the *Fgf21* gene promoter [22]. The physical interaction between PPARα and CREB3L3 is enhanced by fasting and dependent on CREB3L3 acetylation at K294 [23]. More recently, it was shown that during fasting, PPARα and CREB3L3 also cooperate in the stimulation of hepatic gluconeogenesis by targeting genes such as *Pck1*, encoding Phosphoenolpyruvate Carboxykinase 1 [16]. Other genes that are under dual control of PPARα and CREB3L3 in liver include *Cidec*, encoding Cell Death Inducing DFFA Like Effector C [18, 24]. The data presented above suggest that part of the effects of PPARα may be mediated by CREB3L3 and point towards cooperativity in gene regulation by PPARα and CREB3L3. Based on the analysis of the phenotype of single and combined PPARα−/− and CREB3L3−/− mice, it was proposed that CREB3L3 co-operates with PPARα by directly and indirectly regulating the expression of genes involved in fatty acid oxidation and ketogenesis [25].

To further characterize the cooperativity between PPARα and CREB3L3 in hepatic gene regulation, we studied the effect of PPARα and CREB3L3 ablation, either individually or combined, on overall hepatic gene regulation using whole genome expression profiling, in mice after a 16-h fast and after 4 days of ketogenic diet.

## Results

### Effect of PPARα and/or CREB3L3 ablation on fasting plasma metabolites

To study the potential interaction between PPARα and CREB3L3 in metabolic regulation in the fasted state, we first performed basic metabolic measurements in wild-type, PPARα−/−, CREB3L3−/−, and combined PPARα/CREB3L3−/− mice after 16 h of fasting. Plasma triglyceride levels were markedly elevated in the CREB3L3−/−, but not in the PPARα−/− mice (Fig. 1a). The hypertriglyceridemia in CREB3L3−/− mice was improved by the simultaneous ablation of PPARα, suggesting functional antagonism between PPARα and CREB3L3 in plasma triglyceride regulation (Fig. 1a). As previously shown [9], PPARα ablation significantly increased plasma non-esterified fatty acid (NEFA) levels (Fig. 1b), and decreased β-hydroxybutyrate levels (Fig. 1c). In agreement with our previous report [19], NEFA and β-hydroxybutyrate levels were elevated in CREB3L3−/− mice, while levels in PPARα/CREB3L3−/− mice were similar to those in PPARα−/− mice (Fig. 1b and c), suggesting a dominant effect of PPARα ablation. Interestingly, liver triglyceride levels were elevated in both PPARα−/− and CREB3L3−/− mice compared with wild-type mice and were highest in the combined PPARα/CREB3L3−/− mice (Fig. 1d). Plasma FGF21 levels were dramatically lower in PPARα−/−, CREB3L3−/−, and PPARα/CREB3L3−/− mice as compared with wild-type mice (Fig. 1e). These data indicate the pronounced impact of PPARα and CREB3L3 deficiency on metabolic regulation during fasting.

**Fig. 1:**
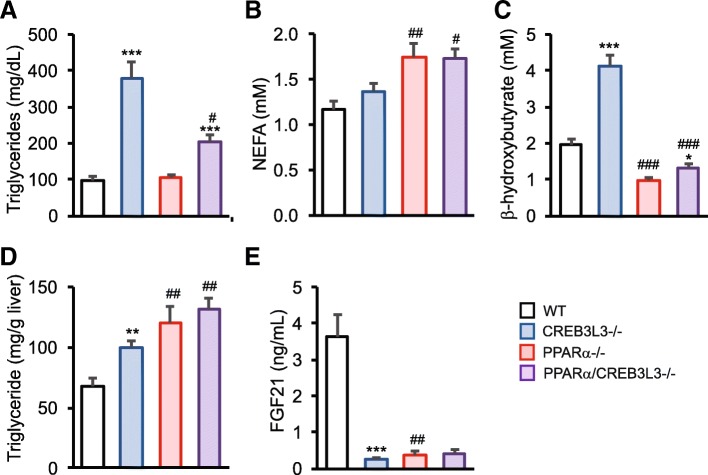
Effect of single and combined PPARα and CREB3L3 deficiency on metabolic parameters. PPARα−/−, CREB3L3−/− and combined PPARα/CREB3L3−/− mice were subjected to a 16-h fast. **a** Plasma triglycerides. WT, *n* = 9; CREB3L3−/−, *n* = 11; PPARα−/−, *n* = 7; PPARα/CREB3L3−/−, *n* = 6. **b** Plasma non-esterified fatty acids (NEFA). WT, *n* = 9; CREB3L3−/−, *n* = 11; PPARα−/−, *n* = 8; PPARα/CREB3L3−/−, *n* = 6. **c** Plasma β-hydroxybutyrate. WT, *n* = 9; CREB3L3−/−, *n* = 11; PPARα−/−, *n* = 8; PPARα/CREB3L3−/−, *n* = 6. **d** Hepatic triglycerides. WT, *n* = 7; CREB3L3−/−, *n* = 9; PPARα−/−, n = 6; PPARα/CREB3L3−/−, *n* = 6. **e** Plasma Fibroblast Growth Factor 21. WT, *n* = 5; CREB3L3−/−, *n* = 8; PPARα−/−, *n* = 4; PPARα/CREB3L3−/−, *n* = 4. Error bars represent SEM. Asterisk indicates significant effect of CREB3L3 deficiency in wild-type mice (blue vs. white bar) and in PPARα mice (purple vs red bar) according to Student’s t-test (*P < 0.05, **P < 0.01, ***P < 0.001). Pound sign indicates significant effect of PPARα deficiency in wild-type mice (red vs. white bar) and in CREB3L3 mice (purple vs. blue bar) according to Student’s t-test (#*P* < 0.05, ##*P* < 0.01, ###*P* < 0.001)

### Effects of PPARα and CREB3L3 ablation on hepatic gene expression in the fasted state are largely independent

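Total RNA of single livers from male mice was extracted with TRIzol and purified on RNeasy columns. The methods name the Ambion WT expression kit for labelling, whereas the sample labels name the Affymetrix Whole-Transcript Sense Target Assay. Each RNA was hybridized to its own Affymetrix Mouse Gene 1.1 ST array, a microarray whose probes are spread along the whole transcript. The authors normalized the arrays by Robust Multichip Averaging (RMA), and the deposited values are log2 RMA intensities, with 1 value per probe set and array. The fasted part holds 15 arrays, from 4 wild-type (WT), 3 PPARα−/−, 4 CREB3L3−/− and 4 PPARα/CREB3L3−/− mice. From these values, limma with an intensity trend was fitted to 8 groups of 30 arrays, the fasted ones and those of mice fed the ketogenic diet, so that all comparisons share the same estimate of the spread. A probe set was called changed at P under 0.001 and a fold change beyond 1.2, the criteria of the study, and the adjusted p beside a gene is the Benjamini-Hochberg value over all probe sets. Groups of genes were tested with limma's camera on 42 lists written before the files were opened and on 5 lists taken from the paper. The number of arrays limits the precision of each value.

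*Creb3l3* encodes the transcription factor removed in the CREB3L3−/− mice. Its probe set read 10.97 to 11.28 log2 units in the 4 fasted WT livers and 10.52 to 10.69 in the 3 PPARα−/− livers. The 4 CREB3L3−/− livers read 4.67 to 5.14 and the 4 livers lacking both factors read 4.53 to 5.36, so every array fits its label for this gene. The log2 fold change against WT was -6.19 (SE 0.14, adjusted p = 3.1e-21) in CREB3L3−/− mice and -6.20 (SE 0.14) in PPARα/CREB3L3−/− mice. *Ppara* read 10.08 to 10.41 in WT, 8.96 to 9.35 in PPARα−/−, 9.51 to 10.03 in CREB3L3−/− and 7.25 to 9.09 in PPARα/CREB3L3−/− livers. The PPARα allele deletes part of the gene only, whereas probes lie along the whole transcript, so this signal does not check the genotype.

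**Figure D1:**
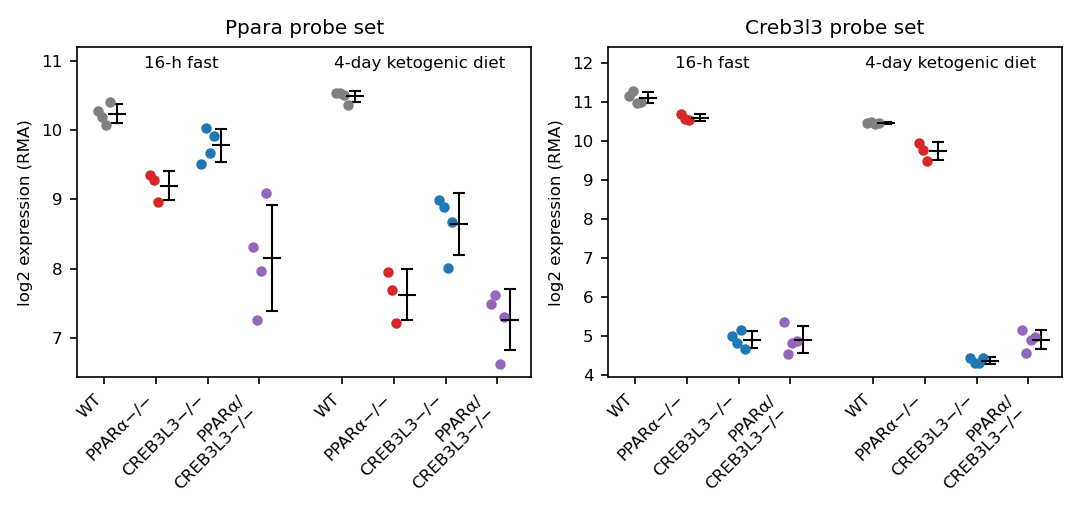
Log2 RMA intensity of the *Ppara* and *Creb3l3* probe sets in each liver (points) of the 4 genotypes after the fast and after the ketogenic diet, with mean ± SD. *Creb3l3* signal is low in every CREB3L3−/− and PPARα/CREB3L3−/− liver, whereas *Ppara* signal remains in PPARα−/− livers.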

To study the potential interaction between PPARα and CREB3L3 in hepatic gene regulation in the fasted state, whole genome expression analysis was performed on liver samples of the four groups of mice after 16 h of fasting. To study the magnitude of the effect of PPARα and CREB3L3 ablation on liver gene expression, we performed Volcano plot analysis. Interestingly, the effects of PPARα ablation were much more pronounced as compared to CREB3L3 ablation (Fig. 2a). 

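In fasted PPARα−/− livers the steepest decreases were in *Gm15441*, a noncoding transcript antisense to *Txnip*, at a log2 fold change of -5.97 (SE 0.49, adjusted p = 5.7e-09), and in *Vnn1*, the pantetheinase vanin 1, at -5.95 (SE 0.36, adjusted p = 3.3e-11). *Serinc2*, a membrane serine incorporator, fell by 4.96 (SE 0.19, adjusted p = 1.6e-15). The steepest increases were in *Sult1e1*, the estrogen sulfotransferase, at 4.59 (SE 0.61, adjusted p = 1.6e-05), and in *Lcn2*, the iron-siderophore carrier lipocalin 2, at 2.91 (SE 0.46, adjusted p = 1.9e-04). Apart from *Creb3l3* itself and genes of lipid handling, the steepest decrease in CREB3L3−/− livers was in *Slc8a1*, a sodium/calcium exchanger, at -2.78 (SE 0.46, adjusted p = 0.0015). *Pdk4*, the kinase that blocks pyruvate dehydrogenase, rose by 2.55 (SE 0.38, adjusted p = 2.9e-04), and *Prrg4*, a proline-rich Gla protein, by 2.07 (SE 0.26). Over all probe sets, the log2 fold changes against WT had an SD of 0.356 in PPARα−/− mice (n = 3) and 0.269 in CREB3L3−/− mice (n = 4), measured against the same 4 WT livers.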

The combined ablation of PPARα and CREB3L3 had the most significant effect on gene regulation, pointing to a potential additive or synergistic effect of PPARα and CREB3L3 ablation on hepatic gene expression. 

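In the combined PPARα/CREB3L3−/− livers *Sult1e1* was at a log2 fold change of 4.48 (SE 0.56) and *Atf3*, a stress-induced transcription factor, at 4.11 (SE 0.57, adjusted p = 1.5e-05). *Serpina7*, which encodes thyroxine-binding globulin, rose by 3.64 (SE 0.59, adjusted p = 1.1e-04), and *Gstm3*, a glutathione transferase, by 3.28 (SE 0.43, adjusted p = 6.9e-06). On the other side, *Gm15441* was at -5.87 (SE 0.45), *Serinc2* at -4.68 (SE 0.17) and *Chrna2*, a nicotinic receptor subunit, at -3.72 (SE 0.21, adjusted p = 5.6e-12). The log2 fold changes over all probe sets had an SD of 0.390 (n = 4 mice against 4 WT mice). Adjusted p values are from limma.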

Analysis of the number of significantly changed genes showed that in the fasted state, loss of PPARα altered the expression of 1097 genes, of which 553 genes were upregulated and 544 genes were downregulated (Fig. 2b). Loss of CREB3L3 altered expression of 312 genes, of which 134 genes were upregulated and 178 genes were downregulated. 

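In PPARα−/− livers 792 probe sets were higher and 629 were lower than in WT, of which 640 and 520 carry 1 symbol. Counting each gene only by its probe set with the highest mean, 586 genes were higher and 486 lower. Among them were *Nipal1*, a magnesium transporter, at a log2 fold change of 2.73 (SE 0.35, adjusted p = 1.1e-05) and *Rab30*, a small GTPase of the Golgi, at -3.52 (SE 0.29, adjusted p = 6.6e-09). In CREB3L3−/− livers 280 probe sets were higher and 213 were lower, of which 174 and 180 carry 1 symbol. Counted in the same way, 122 genes were higher and 168 lower. *Abcd2*, a peroxisomal fatty acid transporter, was at 2.00 (SE 0.29, adjusted p = 2.4e-04). The balance turned with the scaling in CREB3L3−/− livers, with 148 of 444 higher after median centring and 197 of 445 after repeated quantile normalization. About 35.6 probe sets would pass P under 0.001 by chance. At an adjusted p under 0.05 from limma, without a fold criterion, 2138 probe sets differed in PPARα−/− and 519 in CREB3L3−/− livers. With 1 probe set per gene symbol, a setting chosen after seeing the data, 311 changed in CREB3L3−/− livers.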

Combined loss of PPARα and CREB3L3 altered the expression of 1917 genes, of which 1064 genes were upregulated and 853 genes were downregulated (Fig. 2b). 

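Of the 1490 higher and 992 lower probe sets of the PPARα/CREB3L3−/− livers, 1198 and 789 carry 1 symbol. Counted by the probe set with the highest mean, 1093 genes were higher and 744 lower. *Nupr1*, a chromatin-binding stress protein, rose by a log2 fold change of 3.00 (SE 0.61, adjusted p = 0.00134). *Dusp8*, a phosphatase of stress kinases, rose by 2.84 (SE 0.38, adjusted p = 9.5e-06), and *S100g*, the calcium-binding calbindin D9k, by 2.80 (SE 0.50, adjusted p = 3.2e-04). At an adjusted p under 0.05 from limma, without a fold criterion, 4153 probe sets differed between these 4 livers and the 4 WT livers.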

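An interaction was tested for each probe set as the difference between the effect of CREB3L3 ablation with and without PPARα. It passed for 271 probe sets. In 27 of them the combined knockout moved beyond the sum of the single log2 fold changes. In 205 its change was smaller in size than the sum, in either direction, and in 39 it was opposite and no smaller. The WT mean enters both single effects and the combined effect, so its noise favours values short of the sum, and this split was not set against values without effects. *Apoa4*, which encodes a plasma apolipoprotein, had an interaction of 1.33 (SE 0.29, adjusted p = 0.0557) on 1 of its probe sets and -0.31 (SE 0.48, adjusted p = 0.927) on the other, which did not pass. *Hadh*, a mitochondrial dehydrogenase of fatty acid oxidation, had 0.87 (SE 0.21, adjusted p = 0.0845). *G6pc*, the glucose 6-phosphatase, was at -1.45 (SE 0.58, adjusted p = 0.385), which did not pass. At an adjusted p under 0.05 from limma the count was 60, and with 1 probe set per gene symbol, a setting chosen after seeing the data, it was 160. Of the 2482 probe sets changed in PPARα/CREB3L3−/− livers, 91 had an interaction. The same was true of 50 among the 1435 that changed in neither single knockout.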

The fact that the number of significantly changed genes in the combined PPARα/CREB3L3−/− mice exceeds the sum of significantly changed genes in the PPARα−/− and CREB3L3−/− mice suggests a modest synergistic effect of PPARα and CREB3L3 deficiency on hepatic gene regulation, dominated by PPARα.

**Fig. 2:**
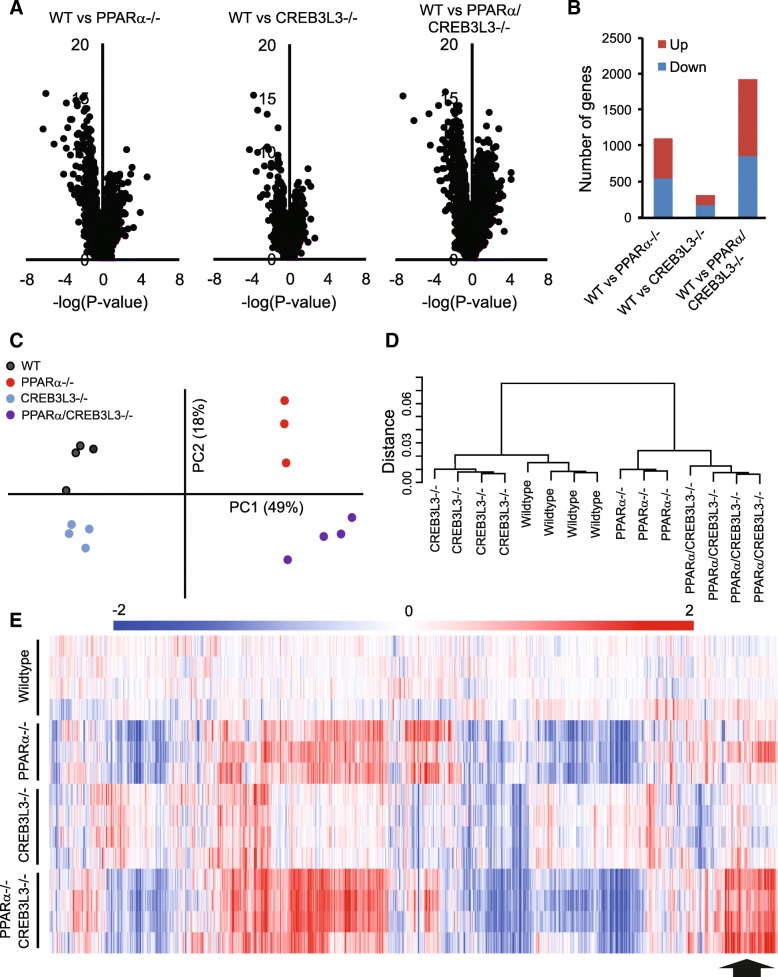
Largely independent effect of PPARα and CREB3L3 deficiency on hepatic gene expression in the fasted state. **a** Volcano plot showing the relation between mean signal log ratio (^2^log[fold-change], x-axis) and the -^10^log of the IBMT *P*-value (y-axis) for the comparison between wild-type mice and PPARα−/− mice, CREB3L3−/− mice and combined PPARα/CREB3L3−/− mice after a 16-h fast. **b** Number of genes meeting significance criteria (fold change<− 1.2 or > 1.2 and IBMT *P* < 0.001) for the comparison between wild-type mice and PPARα−/− mice, CREB3L3−/− mice and combined PPARα/CREB3L3−/− mice after a 16-h fast. Principle component analysis (**c**) and hierarchical clustering (**d**) of transcriptomics data from livers of wild-type, PPARα−/−, CREB3L3−/−, and combined PPARα/CREB3L3−/− mice after a 16-h fast. Distance criteria are based on Pearson correlation with average linkage. An IQR (Inter Quartile Range) filter of 0.5 was applied. **e** Hierarchical biclustering of samples and genes visualized in a heatmap. Data were centered on wild-type mean. Clustering was done based on Pearson correlation with average linkage. Red indicates upregulated, blue indicates downregulated. The region in the heatmap that is suggestive of synergistic regulation by PPARα and CREB3L3 deficiency is indicated by a grey arrow

To study the potential similarity between the effect of PPARα and CREB3L3 deficiency on liver gene expression, we performed principle component analysis (Fig. 2c) and hierarchical clustering (Fig. 2d). Both analyses indicated the separate clustering of the four experimental groups, with limited variation between the individual mice in each group, and the more pronounced effect of PPARα deficiency compared to CREB3L3 deficiency. In addition, both analyses showed that the whole genome effects of combined PPARα/CREB3L3 deficiency are largely taken up by PPARα deficiency (Fig. 2c, d).

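The genes that varied most, 6339 probe sets with an interquartile range above 0.5 across the 15 fasted arrays, were taken for both analyses. The first component held 27.2% of their variance. On it WT livers scored -25.8 ± 6.93 (SD, n = 4) and CREB3L3−/− livers -20.1 ± 3.97 (SD, n = 4), against 20.3 ± 0.675 (SD, n = 3) in PPARα−/− and 30.6 ± 6.72 (SD, n = 4) in PPARα/CREB3L3−/− livers. The second component held 11.2% and separated livers by CREB3L3, with -13.0 ± 1.42 in WT and -20.8 ± 9.07 in PPARα−/− against 17.4 ± 3.24 in CREB3L3−/− and 11.2 ± 4.2 in PPARα/CREB3L3−/−. Clustering on correlation divided the 15 livers into 8 with PPARα and 7 without it at the first branch. The fourth WT liver left its group before the genotypes within each branch separated.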

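Across all probe sets, the log2 fold changes of PPARα/CREB3L3−/− livers correlated with those of PPARα−/− livers at r = 0.705 and with those of CREB3L3−/− livers at r = 0.47. All of these fold changes share the same 4 WT arrays, which alone gives a correlation. Simulated knockouts without any effect, set against simulated WT arrays that they share, gave 0.442 (-0.0388 to 0.680) and 0.485 on average. With the WT arrays divided 2 and 2 between the compared knockouts, r was 0.449 and 0.188. Genes are not independent replicates, so no p is given.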

Hierarchical biclustering of samples and genes visualized in a heatmap further supported the conclusions reached above, showing the much more pronounced effect of PPARα deficiency on hepatic gene expression and the more significant contribution of PPARα towards the effect of combined PPARα/CREB3L3 deficiency (Fig. 2e). 

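*Fgf21*, which encodes a hormone of the fasted liver, had an interaction of 3.01 (SE 0.66, adjusted p = 0.0557). *Fitm1*, a lipid droplet protein, had 2.15 (SE 0.51, adjusted p = 0.0841) and *Mtnr1a*, the melatonin receptor, 1.41 (SE 0.28, adjusted p = 0.0447). In PPARα−/− and PPARα/CREB3L3−/− livers the means of *Fgf21* and *Mtnr1a* lay below the array medians of 4.22 to 4.38, as did *Fgf21* in CREB3L3−/− livers, so close to background that these 2 interactions do not test whether the effects add up. *Hsd17b10*, a mitochondrial dehydrogenase of isoleucine breakdown, had 0.69 (SE 0.15, adjusted p = 0.0557). For *Fads2*, the delta-6 desaturase, the interaction was 0.01 (SE 0.38, adjusted p = 0.996), and for *Plin5*, a lipid droplet coat protein, it was 0.02 (SE 0.43, adjusted p = 0.996), so that the combined effects of these genes lay on the sum of the single ones. The interactions compare 15 fasted livers, with the spread estimated from all 30 arrays in limma.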

The heat map also shows that for certain genes, the effects of PPARα and CREB3L3 deficiency are additive and seemingly independent, whereas for other genes the effect of PPARα and CREB3L3 deficiency appears to be synergistic and thus dependent.

### A limited number of genes is commonly downregulated by PPARα and CREB3L3 deficiency in liver during fasting

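At P under 0.001 without a fold criterion, 634 probe sets were lower in PPARα−/−, 218 in CREB3L3−/− and 1046 in PPARα/CREB3L3−/− livers, each against WT. The lower ones of all 3 knockouts had 37 probe sets in common, where 0.114 would be in common if the 3 sets were independent. Simulated knockouts without effect, against shared simulated WT arrays, had 0.37 in common on average (at most 9). Of the remainder, 181 were lower in PPARα−/− alone, 81 in CREB3L3−/− alone and 511 in PPARα/CREB3L3−/− alone. Across probe sets, the log2 fold changes of PPARα−/− and CREB3L3−/− livers correlated at r = 0.366. The simulated knockouts gave 0.451 on average (0.00976 to 0.682), and with the WT arrays divided 2 and 2 it was 0.0857, genes not being independent replicates.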

The Venn diagram of significantly downregulated genes (Fig. 3a) and scatter plot analysis (Fig. 3b) confirmed that, in general, the effects of PPARα and CREB3L3 deficiency are disparate, with only a limited number of genes showing similar regulation in PPARα−/− and CREB3L3−/− mice. 

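*Suclg1*, which encodes a succinyl-CoA ligase subunit of the TCA cycle, was lower in PPARα−/− (log2 fold change -0.88, SE 0.09, adjusted p = 4.4e-07), CREB3L3−/− (-0.39, SE 0.09, adjusted p = 0.0196) and PPARα/CREB3L3−/− livers (-0.99, SE 0.09). *Ldha*, a lactate dehydrogenase subunit, was at -0.49 (SE 0.10), -0.69 (SE 0.09) and -1.23 (SE 0.09) in the same order, and *Srebf1*, the regulator of fatty acid synthesis, at -1.19 (SE 0.23), -0.86 (SE 0.22) and -1.20 (SE 0.22). *Xrcc3*, a DNA repair protein, was at -1.48 (SE 0.17), -0.78 (SE 0.16) and -1.63 (SE 0.16). Of 34 genes of Table S1, 32 were measured. Of these 31 fell in PPARα−/−, 32 in CREB3L3−/− and 30 in PPARα/CREB3L3−/− livers, with 32, 32 and 32 lower when adjusted over the list alone. The interaction was positive for 9 of them (18 adjusted over the list alone), with a median of 0.65 and a limma camera adjusted p = 1.1e-04 with an estimated correlation. The study chose these genes on the same livers, so the list is not independent evidence.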

The list of 34 genes that were significantly downregulated in livers of PPARα−/−, CREB3L3−/−, and PPARα/CREB3L3−/− mice is presented in Additional file 1: Table S1. This list includes *Fgf21*, which is known to be under dual control of PPARα and CREB3L3, and *Mfsd2a*, a gene involved in lysophospholipid transport that is known to be under control of PPARα but not CREB3L3 [26, 27]. 

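*Fgf21* fell from 6.87 ± 0.43 log2 units (SD, n = 4) in WT to 3.73 ± 0.35 (SD, n = 3) in PPARα−/−, 4.17 ± 0.22 (SD, n = 4) in CREB3L3−/− and 4.05 ± 0.46 (SD, n = 4) in PPARα/CREB3L3−/− livers. The log2 fold changes were -3.13 (SE 0.48, adjusted p = 1.4e-04), -2.70 (SE 0.45, adjusted p = 0.00141) and -2.82 (SE 0.45, adjusted p = 8.0e-05) in limma. The combined value lay between the single ones, and PPARα/CREB3L3−/− against PPARα−/− livers gave 0.31 (SE 0.48). All 3 knockout means of *Fgf21* lay below the array medians of 4.22 to 4.38. This is so close to background that their order does not show how the losses combine. *Mfsd2a* changed by -5.16 (SE 0.47, adjusted p = 3.1e-08) in PPARα−/− and -3.62 (SE 0.43, adjusted p = 1.7e-05) in CREB3L3−/− livers. *Mfsd2a* reached -7.20 (SE 0.43, adjusted p = 1.1e-11) with both factors absent, with -2.04 (SE 0.47, adjusted p = 0.0209) against PPARα−/− livers.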

To examine whether any of these 34 genes may be directly regulated by PPARα, we determined the effect of the PPARα agonist Wy-14,643 on gene expression in the liver (Fig. 3c). To examine whether any of these 34 genes may be directly regulated by CREB3L3, we determined the effect of adenoviral-mediated CREB3L3 overexpression on gene expression in the liver (Fig. 3c). The results suggest that several of the 34 genes may be direct targets of both PPARα and CREB3L3, as they are markedly upregulated by PPARα and CREB3L3 activation. These genes include *Fgf21*, *Mfsd2a, Xrcc3*, *Suclg1*, *Tmem184a* and *Sel1l3*.

**Fig. 3:**
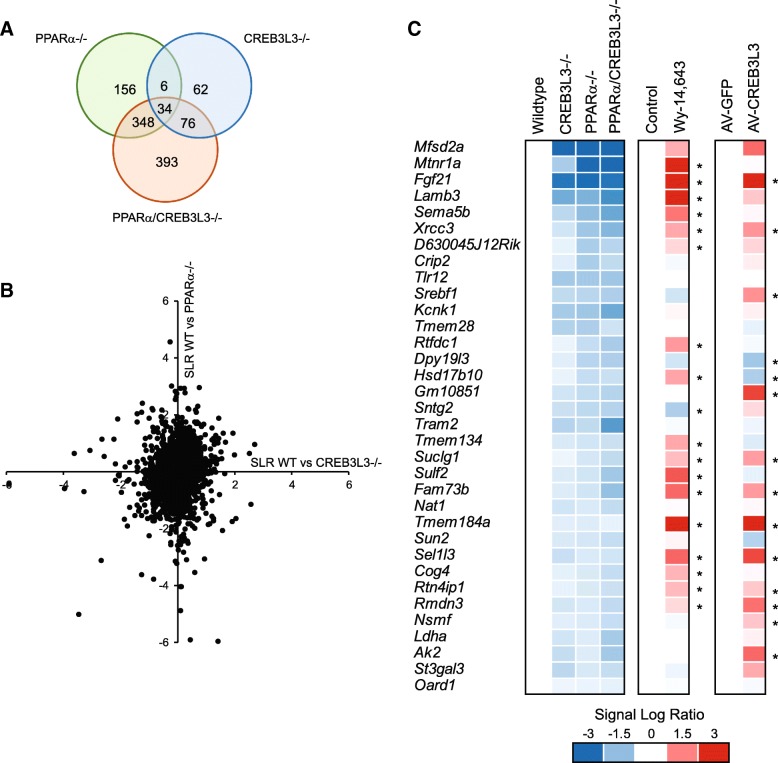
Limited overlap in effects of PPARα and CREB3L3 deficiency on hepatic gene expression in the fasted state. **a** Venn diagram showing overlap in downregulated genes in PPARα−/−, CREB3L3−/−, and combined PPARα/CREB3L3−/− mice, in comparison with wild-type mice (IBMT P-value< 0.001). **b** Correlation plot showing gene expression changes in CREB3L3−/− mice in relation to wild-type mice (x-axis) and in PPARα−/− mice in relation to wild-type mice (y-axis) (expressed as signal log ratio, SLR). **c** Comparative gene expression analysis in liver of wild-type, PPARα−/−, CREB3L3−/−, and combined PPARα/CREB3L3−/− mice after 16-h fast. For comparison, gene expression changes in mouse liver after PPARα activation by 5-day treatment with the agonist Wy-14,643 are shown (GSE8316) [51], as well as gene expression changes in mouse liver after adenoviral-mediated over expression of CREB3L3. Asterisk indicates significantly different from control conditions according to IBMT *P*-value< 0.001. The 34 genes shown are the commonly downregulated genes in livers of PPARα−/−, CREB3L3−/−, and PPARα/CREB3L3−/− mice in the fasted state (IBMT *P*-value< 0.001)

To further explore the differential impact of PPARα and CREB3L3 deficiency on hepatic gene expression, the top 40 most significantly downregulated genes in each condition (PPARα−/−, CREB3L3−/−, and PPARα/CREB3L3−/−) were taken and visualized in a heatmap (Fig. 4). 

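*Cidec* encodes a protein that enlarges lipid droplets. Its log2 RMA intensity was 9.46 ± 0.94 (SD, n = 4) in fasted WT and 5.37 ± 0.31 (SD, n = 4) in CREB3L3−/− livers, a log2 fold change of -4.10 (SE 0.41, adjusted p = 1.0e-06) in limma. *Apoa4* was at -3.73 (SE 0.20, adjusted p = 3.9e-12) on its first probe set and at -3.08 (SE 0.32, adjusted p = 2.1e-06) on its second.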

The top 40 list of most significantly downregulated genes in the CREB3L3−/− mice contains the known CREB3L3 targets *Cidec*, *Apoa4*, and *Fgf21*. A relatively large portion of the genes downregulated in the CREB3L3−/− mice were also downregulated in the PPARα−/− mice and, especially, in the combined PPARα/CREB3L3−/− mice. 

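Of the 40 genes most clearly lower in CREB3L3−/− livers, 8 were also lower, 1 was higher and 31 did not pass in PPARα−/− livers, with a median log2 fold change of -0.09 there against -1.13 in CREB3L3−/− livers. Of the 40, 36 were lower in PPARα/CREB3L3−/− livers, with a median of -1.18. Among all 218 probe sets lower in CREB3L3−/− livers at P under 0.001, 46 were lower in PPARα−/− livers, where 3.89 would be if the sets were independent, and 128 were lower in PPARα/CREB3L3−/− livers, where 6.41 would be. Dividing the WT arrays 2 and 2 between PPARα−/− and CREB3L3−/− livers left an overlap of 17 to 21 probe sets, against 2.20 to 2.99 for independent sets.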

For PPARα, only a very small portion of the genes downregulated in the PPARα−/− mice were also downregulated in the CREB3L3−/− mice, the exception being *Fgf21*, *Mfsd2a*, and *Mtnr1a*. 

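*Mtnr1a* was at a log2 fold change of -3.14 (SE 0.21, adjusted p = 9.6e-11) in PPARα−/− and -1.13 (SE 0.19, adjusted p = 0.00163) in CREB3L3−/− livers. Of the 40 genes most clearly lower in PPARα−/− livers, 4 were also lower and 1 was higher in CREB3L3−/− livers, and the median log2 fold change of the 40 was -1.83 in PPARα−/− and 0.06 in CREB3L3−/− livers. Of all 634 probe sets lower in PPARα−/− livers, the same 46 were lower in CREB3L3−/− livers.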

Other typical PPARα target genes such as *Retsat*, *Cy4a14*, *Plin5*, *Fabp1*, *Acaa1b* and *Ehhadh* were exclusively downregulated in the PPARα−/− mice. 

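*Retsat*, a retinol saturase, was at a log2 fold change of -3.19 (SE 0.23, adjusted p = 7.4e-10) in PPARα−/− and 0.26 (SE 0.22, adjusted p = 0.714) in CREB3L3−/− livers. *Cyp4a14*, a microsomal fatty acid hydroxylase, was at -4.22 (SE 0.50) and 0.14 (SE 0.47), and *Plin5* at -2.77 (SE 0.32) and 0.04 (SE 0.29). *Fabp1*, the liver fatty acid-binding protein, was at -2.63 (SE 0.41) and 0.08 (SE 0.38). The peroxisomal enzymes *Acaa1b* and *Ehhadh* were at -2.35 (SE 0.23) and -2.62 (SE 0.16) in PPARα−/− livers and at 0.17 (SE 0.22) and 0.32 (SE 0.15) in CREB3L3−/− livers. All 6 passed in PPARα−/− mice (n = 3) and none in CREB3L3−/− mice (n = 4). PPARα−/− and CREB3L3−/− livers were not compared with each other directly.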

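All 40 genes most clearly lower in PPARα−/− livers were also lower in PPARα/CREB3L3−/− livers, at a median log2 fold change of -1.62. Against PPARα−/− livers, 7 of the 40 were higher and 1 was lower when CREB3L3 was absent too, with a median of 0.14. *Vnn1* was higher by 1.37 (SE 0.36, adjusted p = 0.0538), *Retsat* by 0.90 (SE 0.23, adjusted p = 0.049), *Acaa1b* by 0.92 (SE 0.23, adjusted p = 0.0462) and *Acsl5*, an acyl-CoA synthetase, by 0.38 (SE 0.10, adjusted p = 0.0519). The 40 genes were chosen on the same PPARα−/− arrays, so the sizes of the 2 losses cannot be compared. Of 634 probe sets lower in PPARα−/− livers, 444 were lower in PPARα/CREB3L3−/− livers, where 18.7 would be if the sets were independent. The WT arrays are the same in both comparisons.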

For nearly all genes shown, the downregulation in the PPARα−/− mice was copied in the combined PPARα/CREB3L3−/− mice. The top 40 list of most significantly downregulated genes in the PPARα/CREB3L3−/− mice represents a combination of genes mainly controlled by PPARα (*Vnn1*, *Cyp4a14*, *Krt23*, *Slc27a1*), by CREB3L3 (*Cidec*, *Fabp2*), or both (*Fgf21*, *Mfsd2a*, *Mtnr1a*) (Fig. 4).

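*Krt23*, a keratin, was at a log2 fold change of -3.03 (SE 0.30, adjusted p = 9.8e-08) in PPARα/CREB3L3−/− livers, -3.10 (SE 0.33) in PPARα−/− and -0.09 (SE 0.30) in CREB3L3−/− livers. *Slc27a1*, a fatty acid transporter, was at -2.80 (SE 0.15), -2.61 (SE 0.17) and -0.02 (SE 0.15) in the same order. *Cidec* was at -4.17 (SE 0.41, adjusted p = 7.5e-08) in PPARα/CREB3L3−/− livers, and its value of -0.65 (SE 0.44, adjusted p = 0.472) in PPARα−/− livers did not pass. *Fabp2*, the intestinal fatty acid-binding protein, was at -4.04 (SE 0.23, adjusted p = 4.5e-12) and -0.72 (SE 0.25, adjusted p = 0.0859), of which the second did not pass. *Mtnr1a* was at -2.86 (SE 0.19), *Vnn1* at -4.58 (SE 0.33) and *Cyp4a14* at -3.61 (SE 0.47). Of the 40 genes most clearly lower in PPARα/CREB3L3−/− livers, 34 were lower in PPARα−/− and 12 in CREB3L3−/− livers by limma.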

**Fig. 4:**
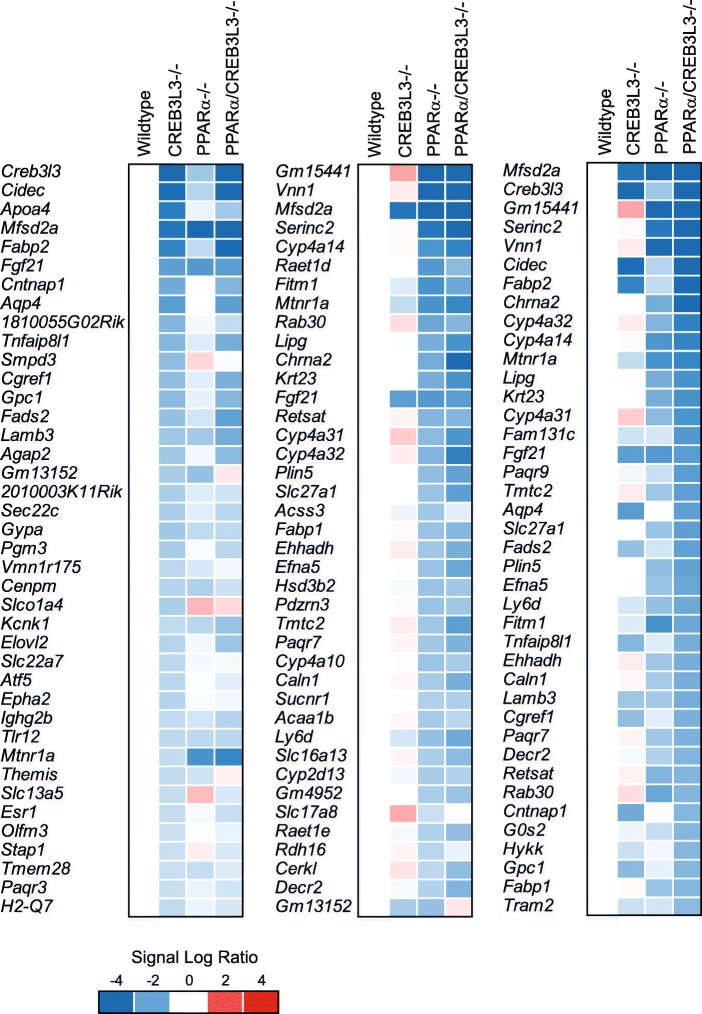
PPARα and CREB3L3 mostly regulate distinct genes in liver in the fasted state. Comparative gene expression analysis in liver of wild-type, PPARα−/−, CREB3L3−/−, and combined PPARα/CREB3L3−/− mice after a 16-h fast, showing the top 50 most highly downregulated genes in CREB3L3−/− mice (left panel), PPARα−/− mice (middle panel), and combined PPARα/CREB3L3−/− (right panel) in the form a heatmap, using the mean expression of each group. Red indicates upregulated, blue indicates downregulated

A limited number of genes has been identified as direct or putative target of CREB3L3. The expression levels of these genes are illustrated in Fig. 5, showing that CREB3L3 deficiency leads to significant downregulation of genes involved in lipoprotein metabolism (*Apoc2, Apoa5, Apoa1, Scarb1*), lipid storage (*Cidec*), fatty acid binding (*Fabp2*), fatty acid desaturation and elongation (*Fads1, Fads2, Elovl2, Elovl5*), gluconeogenesis (*Pck1, G6pc*), and fatty acid oxidation (*Cpt1a*). Most of these genes were not or minimally affected by PPARα deficiency. Together, these data indicate that in the fasted state CREB3L3 and PPARα regulate different sets of genes, with some notable exceptions, suggesting that the transcription factors largely operate independently.

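Of the 13 genes, 11 were lower in CREB3L3−/− livers, and 11 when adjusted over the list alone, with a median log2 fold change of -0.91. *Fabp2* (-3.38, SE 0.23, adjusted p = 5.8e-10) and *Fads2* (-2.12, SE 0.25, adjusted p = 1.7e-05) fell furthest after *Cidec*. *Elovl2* and *Elovl5*, which lengthen polyunsaturated fatty acids, were at -1.49 (SE 0.16) and -0.99 (SE 0.15), and *Fads1*, the delta-5 desaturase, at -0.62 (SE 0.15). The apolipoprotein genes *Apoc2*, *Apoa5* and *Apoa1* were at -1.16 (SE 0.15), -0.91 (SE 0.12) and -0.29 (SE 0.07), and *Scarb1*, the HDL receptor, at -0.61 (SE 0.10). *Cpt1a*, the gate of mitochondrial fatty acid uptake, fell by 0.71 (SE 0.08, adjusted p = 5.4e-06). *Pck1* and *G6pc*, enzymes of gluconeogenesis, were at -0.50 (SE 0.35, adjusted p = 0.635) and -0.42 (SE 0.39, adjusted p = 0.759), and neither passed in limma. By the methods' t-test on log2 or linear values all 13 were lower. The list's camera adjusted p = 8.8e-05 with an estimated correlation, although a list chosen by the study on these livers is not independent evidence.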

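None of the 13 genes passed in PPARα−/− livers, 2 were lower at an unadjusted p under 0.05 in limma, and their median log2 fold change was -0.13 (camera adjusted p = 0.129). *Fads2* was at -0.79 (SE 0.28, adjusted p = 0.0949), *Elovl5* at -0.21 (SE 0.17), *Fads1* at -0.22 (SE 0.16) and *Elovl2* at -0.01 (SE 0.18). *Apoa5* was at 0.14 (SE 0.13), *Apoc2* at -0.12 (SE 0.16), *Scarb1* at -0.11 (SE 0.11) and *Pck1* at 0.22 (SE 0.38). The methods' t-test gave 3 of the 13 a P under 0.05. With both factors absent, 11 fell against WT and 10 fell against PPARα−/− livers (12 adjusted over the list alone), with medians of -1.18 and -1.03. *G6pc* was at -2.00 (SE 0.39, adjusted p = 9.3e-04) against WT and at -1.87 (SE 0.43, adjusted p = 0.02) against PPARα−/− livers.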

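The measured PPARα target genes of Fig. 11a fell in PPARα−/− livers in 16 of 16 cases, with a median log2 fold change of -1.69. In CREB3L3−/− livers 1 rose and none fell (2 lower at an unadjusted p under 0.05 in limma), with a median of 0.04 (camera adjusted p = 0.928). The gene that rose was *Acot1*, an acyl-CoA thioesterase, at 1.12 (SE 0.27, adjusted p = 0.0292) in CREB3L3−/− against -1.08 (SE 0.29, adjusted p = 0.0225) in PPARα−/− livers. With both factors absent all 16 fell, at a median of -1.92. The list was chosen by the study and is not independent evidence. A direct test of PPARα−/− against CREB3L3−/− livers was not made. From genes that fell in 1 single knockout and not, or hardly, in the other, the paper concludes that both factors regulate different sets of genes in the fasted state, with exceptions. It proposes that they act mostly independently of each other.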

**Fig. 5:**
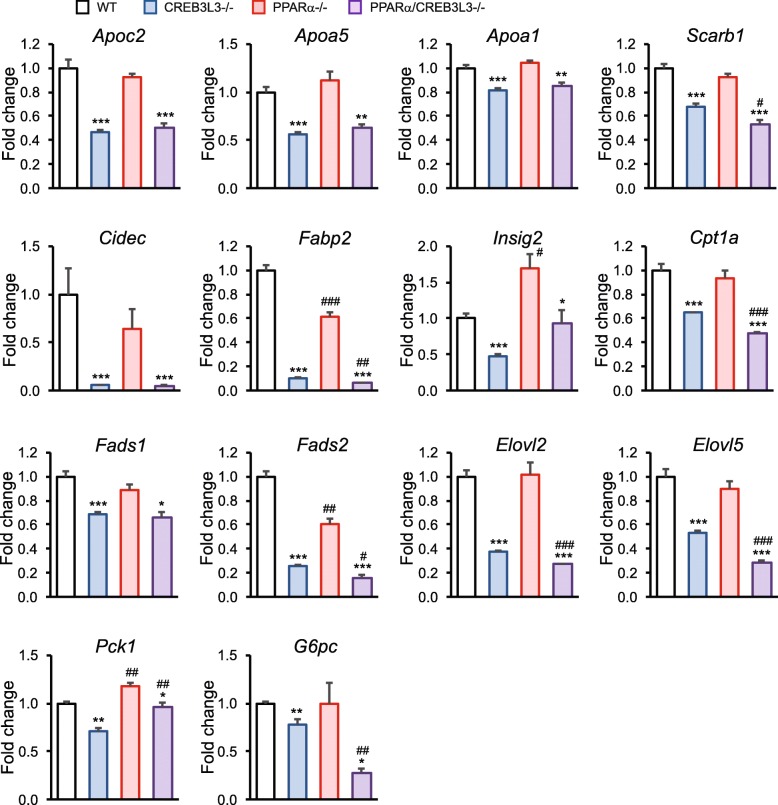
Microarray gene expression of selected genes previously shown to be under control of CREB3L3. All are significantly downregulated in liver of fasted CREB3L3−/− mice as compared to fasted wild-type mice (IBMT *P*-value< 0.001). Asterisk indicates significant effect of CREB3L3 deficiency in wild-type mice (blue vs. white bar) and in PPARα mice (purple vs red bar) according to Student’s t-test (*P < 0.05, **P < 0.01, ***P < 0.001). Pound sign indicates significant effect of PPARα deficiency in wild-type mice (red vs. white bar) and in CREB3L3 mice (purple vs. blue bar) according to Student’s t-test (#*P* < 0.05, ##*P* < 0.01, ###*P* < 0.001)

### CREB3L3 deficiency leads to downregulation of genesets related to lipoprotein and lipid transport

To gain more insight into the functional differences between PPARα and CREB3L3 deficiency, we compared the effects of PPARα and CREB3L3 deficiency at the level of pathways using geneset enrichment analysis (Fig. 6a). Deficiency of PPARα led to the downregulation of numerous genesets that are known to be controlled by PPARα, mainly representing genesets related to peroxisomal and mitochondrial fatty acid catabolism and the electron transport chain. By contrast, deficiency of CREB3L3 led to the downregulation of genesets related to lipoprotein and lipid transport, as well as several genesets connected to immunity (Fig. 6b). 

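Of 21 measured genes of mitochondrial fatty acid oxidation, 18 fell in PPARα−/− livers and none rose, with 19 lower when adjusted over the list alone and a median log2 fold change of -1.06 (n = 3 against 4). *Slc25a20*, the carnitine-acylcarnitine carrier, was at -1.72 (SE 0.11, adjusted p = 6.0e-11) and *Cpt2*, which releases the acyl group inside the mitochondrion, at -1.58 (SE 0.10, adjusted p = 8.0e-11). Of 21 genes of peroxisomal oxidation 13 fell (15 adjusted over the list alone, median -0.98), among them *Decr2*, a dienoyl-CoA reductase, at -2.04 (SE 0.12). Both lists passed camera, with adjusted p = 0.00126 and 0.011 with an estimated correlation. Of 6 ketogenesis genes 3 fell, including *Acat1*, an acetoacetyl-CoA thiolase, at -0.86 (SE 0.09) (list adjusted p = 0.011 with an estimated correlation). Of 15 lipid droplet genes 5 fell and 1 rose (adjusted p = 0.0246 with an estimated correlation). *G0s2*, an inhibitor of triglyceride hydrolysis, was at -1.66 (SE 0.40).

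The electron transport chain moved less. Of 35 complex I genes 7 fell (15 adjusted over the list alone) with a median of -0.19, and of 37 genes of complexes II to V 4 fell (12 adjusted over the list alone) with a median of -0.13. *Ndufb3* was at -0.73 (SE 0.14) and *Uqcrb*, a complex III subunit, at -0.42 (SE 0.10). Both lists passed camera with the preset correlation, and both calls were lost with an estimated correlation (adjusted p = 0.0886 and 0.176). The same held for microsomal omega-oxidation, with 4 of 9 lower and adjusted p = 0.0886 with an estimated correlation. TCA cycle genes, 2 of 17 lower, had adjusted p = 0.162 with an estimated correlation.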

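Of 25 measured lipoprotein genes, 6 fell in CREB3L3−/− livers and 0 rose (6 lower adjusted over the list alone), with a median log2 fold change of -0.05 and a mean of -0.29. They include *Apoa4*, *Apoc2*, *Apoa5* and *Scarb1*. Camera gave an adjusted p = 5.8e-06, and p = 0.215 with an estimated correlation, at which the call is lost. Desaturation and elongation of polyunsaturated fatty acids had 4 of 12 members lower and adjusted p = 0.0755 with an estimated correlation.

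Of 18 genes of MHC class I antigen presentation 5 fell (9 adjusted over the list alone), with a median of -0.31 (limma camera adjusted p = 0.0267 with an estimated correlation). *Psmb9* and *Psmb8*, subunits of the immunoproteasome, were at -1.08 (SE 0.18, adjusted p = 0.00187) and -0.96 (SE 0.18, adjusted p = 0.0041), and *H2-K1*, a class I heavy chain, at -0.36 (SE 0.08). Of 18 T and NK cell markers 1 fell (*Themis*, -1.11, SE 0.21) and of 14 B and plasma cell markers 2 fell (*Jchain*, -0.60, SE 0.14), with medians of -0.32 and -0.17 and adjusted p = 0.093 and 0.093 with an estimated correlation. Macrophage markers had a median of -0.23 with none called, 4 lower at an unadjusted p under 0.05 in limma, and adjusted p = 0.544 with an estimated correlation.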

At the pathway level, minimal overlap was observed between the effect of PPARα and CREB3L3 deficiency (Fig. 6c). 

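Of the 42 lists written beforehand, 11 were lower in PPARα−/− and 9 in CREB3L3−/− livers by camera, and 3 were lower in both. These 3 were desaturation and elongation of polyunsaturated fatty acids, branched chain amino acid catabolism and complexes II to V of the electron transport chain. For complexes II to V in CREB3L3−/− livers no member passed, 1 of 37 was lower at an unadjusted p under 0.05 in limma, and the median was -0.04 (camera adjusted p = 0.0467). For the desaturation list in PPARα−/− livers 2 of 12 fell and 1 rose, with a median of -0.22 (adjusted p = 0.265 with an estimated correlation). With an estimated correlation 4 lists were lower in PPARα−/−, 1 in CREB3L3−/− and 0 in both. Mitochondrial fatty acid oxidation had a median of 0.04 in CREB3L3−/− livers (camera adjusted p = 0.994).

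**Figure D2:**
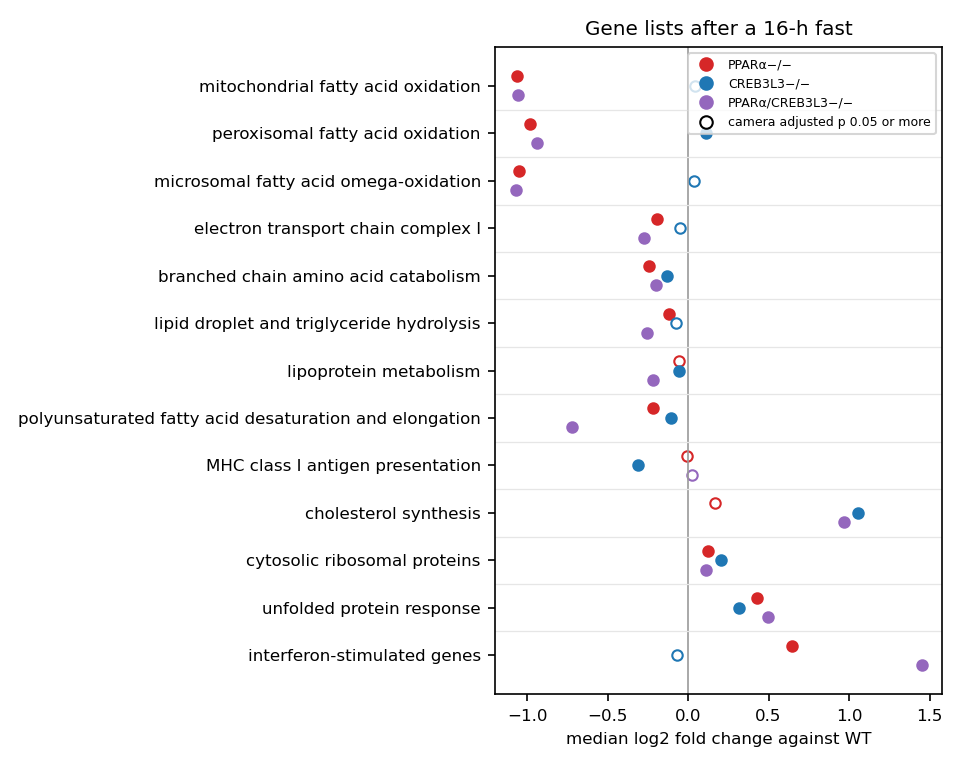
Median log2 fold change against WT (horizontal axis) of gene lists in fasted PPARα−/−, CREB3L3−/− and PPARα/CREB3L3−/− livers, with open circles where camera's adjusted p was 0.05 or above. The fatty acid oxidation lists lie near -1 in both groups without PPARα and near 0 in CREB3L3−/− livers.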

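Of 23 measured genes that break down branched chain amino acids, 3 fell in PPARα−/− livers (10 adjusted over the list alone) and 2 fell in CREB3L3−/− livers (5 adjusted over the list alone). The median log2 fold changes were -0.24 and -0.13. *Ppm1k*, the phosphatase that activates the branched chain keto acid dehydrogenase, was at -0.93 (SE 0.16, adjusted p = 0.0029) in CREB3L3−/− livers. Limma's camera gave adjusted p = 2.6e-06 in PPARα−/− and 6.3e-06 in CREB3L3−/− livers. Neither call was kept, with adjusted p = 0.293 and 0.352 with an estimated correlation.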

In fact, out of 98 genesets that were significantly downregulated in PPARα−/− mice, only one geneset, named branched chain amino acid catabolism, was also downregulated in the CREB3L3−/− mice (Fig. 6c). 

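*Hsd17b10* was at a log2 fold change of -1.09 (SE 0.11, adjusted p = 2.4e-07) in PPARα−/− and -0.54 (SE 0.10, adjusted p = 0.00549) in CREB3L3−/− livers. *Acad8*, the isobutyryl-CoA dehydrogenase, was at -0.51 (SE 0.09) and -0.25 (SE 0.09, adjusted p = 0.169), of which the first passed. *Ivd*, the isovaleryl-CoA dehydrogenase, was at -0.40 (SE 0.13) and -0.38 (SE 0.12), and *Hibch*, a hydrolase of valine breakdown, at -0.40 (SE 0.13) and -0.25 (SE 0.12). *Hibadh* was at -0.27 (SE 0.08) and -0.22 (SE 0.07) and *Auh*, an enzyme of leucine breakdown, at -0.31 (SE 0.12) and -0.11 (SE 0.11). On the 2 dimmer probe sets of *Hibadh* the values were 0.39 (SE 0.32) and 0.10 (SE 0.30), and -0.13 (SE 0.13) and -0.43 (SE 0.12), of which the last passed. With 1 probe set per gene, the brightest, 2 and 1 passed (6 and 4 adjusted over the list alone). These genes were named by the study and are not independent evidence. The list had limma camera adjusted p = 0.0798 in PPARα−/− and 0.093 in CREB3L3−/− livers with an estimated correlation.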

The commonly enriched genes within the geneset branched chain amino acid catabolism included *Auh*, *Hibch*, *Hibadh*, *Acad8*, *Ivd*, and *Hsd17B10*.

**Fig. 6:**
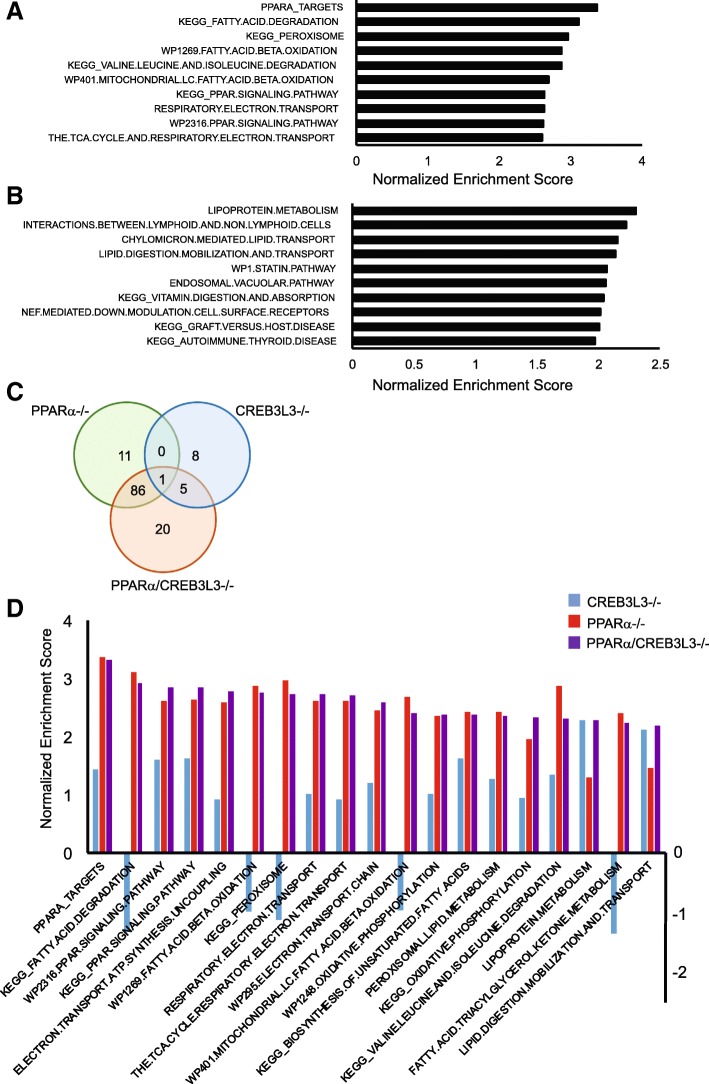
PPARα and CREB3L3 regulate distinct pathways in the liver in the fasted state. **a** Top 10 downregulated genesets in liver of PPARα−/− compared with wild-type mice, determined by gene set enrichment analysis. **b** Top 10 downregulated genesets in liver of CREB3L3−/− compared with wild-type mice, determined by gene set enrichment analysis. Genesets were ranked according to normalized enrichment score (NES). **c** Venn diagram showing overlap in downregulated genesets (FDR q-value< 0.1) in PPARα−/−, CREB3L3−/−, and combined PPARα/CREB3L3−/− mice, in comparison with wild-type mice. **d** Top 20 downregulated gene sets in liver of combined PPARα/CREB3L3−/− mice compared with wild-type mice, determined by gene set enrichment analysis and ranked according to NES (purple). The NES of the same genesets for the comparison between wild-type and PPARα−/− (red) or CREB3L3−/− (blue) mice is shown as well

Consistent with the notion that the effects of combined PPARα/CREB3L3 deficiency are largely taken up by PPARα deficiency, the far majority of genesets downregulated in the combined PPARα/CREB3L3−/− mice were also downregulated in the PPARα−/− mice (Fig. 6d). Indeed, the enrichment scores of the most highly downregulated genesets in the combined PPARα/CREB3L3−/− mice were very similar in the single PPARα−/− mice, suggesting that the functional impact of combined PPARα/CREB3L3−/− deficiency is mostly accounted for by deficiency of PPARα. 

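In PPARα/CREB3L3−/− livers 18 of 21 mitochondrial and 13 of 21 peroxisomal fatty acid oxidation genes fell (18 and 15 adjusted over the list alone). *Cpt2* was at a log2 fold change of -1.44 (SE 0.09), *Decr2* at -2.37 (SE 0.11) and *Ehhadh* at -2.49 (SE 0.15). Ketogenesis had 5 of 6 members lower, lipid droplet genes 7 of 15, with *Mgll*, the monoglyceride lipase, at -2.21 (SE 0.20), and desaturation and elongation 6 of 12. Of the 42 lists 14 were lower by camera, and 10 of them were among the 11 lower in PPARα−/− livers. With 9 lists lower in CREB3L3−/− livers, 5 of the 14 were shared with these. With an estimated correlation 5 lists were lower and 4 of them were those of PPARα−/− livers.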

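The median log2 fold change of mitochondrial fatty acid oxidation was -1.06 in PPARα/CREB3L3−/− livers, and that of peroxisomal oxidation was -0.94 (camera adjusted p = 0.00456 and 0.0304 with an estimated correlation). *Slc25a20* was at -1.63 (SE 0.10, adjusted p = 1.7e-11) and *Ech1*, a peroxisomal isomerase, at -1.09 (SE 0.13, adjusted p = 9.6e-07). Complex I had 9 of 35 members lower (26 adjusted over the list alone, median -0.27) and complexes II to V 9 of 37 (27 adjusted over the list alone, median -0.22). For both the call was lost at adjusted p = 0.0634 with an estimated correlation. Against PPARα−/− livers the median of the mitochondrial oxidation list was 0.09 (limma camera adjusted p = 0.704).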

The exception were two genesets related to lipoprotein and lipid transport, which had similar enrichment scores in the combined PPARα/CREB3L3−/− mice and single CREB3L3−/− mice (Fig. 6d), suggesting that the regulation of these two genesets is driven by CREB3L3 deficiency.

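Of 25 lipoprotein genes 8 fell and 1 rose in PPARα/CREB3L3−/− livers (13 and 1 adjusted over the list alone), with a median log2 fold change of -0.22. *Lipg*, the endothelial lipase, was at -3.07 (SE 0.44, adjusted p = 2.2e-05), *Scarb1* at -0.97 (SE 0.10, adjusted p = 2.6e-07) and *Apoc2* at -1.05 (SE 0.15). The probe sets of *Apoa4* were at -1.77 (SE 0.20) and -2.63 (SE 0.32). In PPARα−/− livers 4 of the members fell, with a median of -0.06 (camera adjusted p = 0.11). In the combined knockout camera gave p = 1.4e-04, a call lost at adjusted p = 0.221 with an estimated correlation in limma.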

Deficiency of PPARα led to the upregulation of genesets related to the unfolded protein response and inflammatory signalling (Additional file 1: Figure S1A). By contrast, deficiency of CREB3L3 led to upregulation of genesets related to cholesterol synthesis and protein translation (Additional file 1: Figure S1B). 

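Of 24 measured genes of the unfolded protein response 9 rose in PPARα−/− livers and none fell (19 higher adjusted over the list alone), with a median log2 fold change of 0.43. *Sdf2l1*, a chaperone cofactor of the endoplasmic reticulum, rose by 1.33 (SE 0.30, adjusted p = 0.00758), *Manf* by 0.79 (SE 0.17) and *Hyou1*, a chaperone, by 0.75 (SE 0.16). The list's camera call was lost at adjusted p = 0.0886 with an estimated correlation. In CREB3L3−/− livers 8 of the 24 rose as well, *Hspa5*, the chaperone BiP, by 0.41 (SE 0.09), with a median of 0.32 (adjusted p = 0.0755 with an estimated correlation).

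Of 24 genes of inflammatory signalling 1 rose in PPARα−/− livers and none fell, with a median of 0.20, and limma's camera did not call the list (adjusted p = 0.0713). In fits restricted to the fasted arrays it was called, with an adjusted p = 0.0163. Acute phase genes, of which 7 of 23 rose (15 adjusted over the list alone), had a median of 0.36, with *Apcs*, serum amyloid P, at 2.23 (SE 0.31, adjusted p = 4.0e-05). Interferon-stimulated genes had 2 of 23 higher and a median of 0.64, with *Usp18* at 1.23 (SE 0.33). For these lists adjusted p = 0.0852 and 0.312 with an estimated correlation.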

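Of 20 measured genes of cholesterol synthesis 11 rose in CREB3L3−/− livers and none fell (17 higher adjusted over the list alone), with a median log2 fold change of 1.05. *Srebf2*, the transcription factor of the pathway, rose by 0.61 (SE 0.14, adjusted p = 0.0215). In PPARα−/− livers none of them passed, 2 were higher at an unadjusted p under 0.05 in limma and the median was 0.16 (camera adjusted p = 0.617). In CREB3L3−/− livers camera gave 1.1e-20, but adjusted p = 0.0755 with an estimated correlation. Of 40 ribosomal protein genes 4 rose (30 adjusted over the list alone), with a median of 0.20 (adjusted p = 0.0267 with an estimated correlation). *Rpl3* was at 0.44 (SE 0.08, adjusted p = 0.00399) and *Rps18* at 0.29 (SE 0.05). Of 26 translation factors none passed, 7 were higher at an unadjusted p under 0.05 in limma (2 higher and 1 lower adjusted over the list alone), the median was 0.12, and adjusted p = 0.26 with an estimated correlation.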

Consistent with this result, genes involved in cholesterol metabolism feature prominently among the top 40 most highly upregulated genes in CREB3L3−/− mice (Additional file 1: Figure S1C).

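*Sqle*, the squalene epoxidase, rose by a log2 fold change of 1.95 (SE 0.43, adjusted p = 0.0182), *Fdps*, the farnesyl diphosphate synthase, by 1.70 (SE 0.27, adjusted p = 6.9e-04) and *Cyp51*, the lanosterol demethylase, by 1.58 (SE 0.33, adjusted p = 0.0146). Among the 40 genes with the largest increase in CREB3L3−/− livers were 10 of the 20 measured genes of cholesterol synthesis, which are not independent of each other. Of these 40, 20 were higher and 5 lower in PPARα/CREB3L3−/− livers, with a median of 0.84, and 4 were higher and 5 lower in PPARα−/− livers, with a median of 0.35.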

Overall, the above analyses indicate that the effects of PPARα and CREB3L3 deficiency on hepatic gene expression during fasting are very distinct. Only a limited number of genes is under regulation of both PPARα and CREB3L3. 

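Against PPARα−/− livers, 292 probe sets were higher and 301 were lower when CREB3L3 was absent too. Among the lower ones were *Cidec* (-3.52, SE 0.44, adjusted p = 3.2e-05), *Cntnap1*, a neuronal contactin-associated protein (-3.40, SE 0.50, adjusted p = 2.1e-04), and *Slc13a5*, the citrate transporter (-2.92, SE 0.34, adjusted p = 1.2e-05). *Cyp2a22* rose by 3.31 (SE 0.55, adjusted p = 9.9e-04) and *Hamp2*, a hepcidin gene, by 2.71 (SE 0.44, adjusted p = 8.4e-04). Against CREB3L3−/− livers, loss of PPARα raised 1036 and lowered 841 probe sets. *Gm15441* was at -7.32 (SE 0.45, adjusted p = 1.8e-11), *Vnn1* at -5.03 (SE 0.33), *Gstm3* at 4.16 (SE 0.43) and *Orm3*, an acute phase protein, at 3.37 (SE 0.43). Fitted to the arrays of the compared groups alone, PPARα/CREB3L3−/− against PPARα−/− gave 363 probe sets, and without the first fasted PPARα−/− liver it gave 286.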

The PPARα/CREB3L3−/− mice reflect the combined effect of especially PPARα and to a lesser extent CREB3L3 deficiency, showing a minor degree of synergism.

### Effect of PPARα and/or CREB3L3 deficiency on plasma metabolites during ketogenic diet

To further explore the cooperativity between PPARα and CREB3L3 in hepatic gene regulation, we compared the effect of PPARα and CREB3L3 deficiency under the condition of a ketogenic diet. Previously, this diet was shown to provoke a pronounced hepatic phenotype in CREB3L3−/− mice, characterized by hepatomegaly and signs of steatohepatitis [19, 25]. No difference in bodyweight between the four genotypes was observed before the start of the study (Fig. 7a). Four days of ketogenic diet induced pronounced weight loss in all groups, which was most pronounced in the PPARα−/− mice and combined PPARα/CREB3L3−/− mice (Fig. 7b). Interestingly, compared to the wild-type mice, the liver to body weight ratio was modestly increased in the PPARα−/− mice and combined PPARα/CREB3L3−/− mice, yet was highest in the CREB3L3−/− mice, suggesting hepatomegaly (Fig. 7c) [19, 25]. Compared to the other three groups, CREB3L3−/− mice fed a ketogenic diet for 4 days also exhibited markedly elevated plasma alanine aminotransferase (ALT) activity (Fig. 7d), suggesting liver damage. Plasma ALT levels were below 30 IU/L in all groups before starting the ketogenic diet (not shown). Elevated plasma ALT was accompanied by elevated liver and plasma triglycerides in CREB3L3−/− mice (Fig. 7e,f). These parameters were also increased in the PPARα−/− mice. Plasma FGF21 levels followed a very different pattern and were about 50% decreased in the CREB3L3−/− mice, more than 90% decreased in the PPARα−/− mice, and nearly 99% decreased in the PPARα/CREB3L3−/− mice (Fig. 7g). Overall, these data are in line with a previous report [25].

**Fig. 7:**
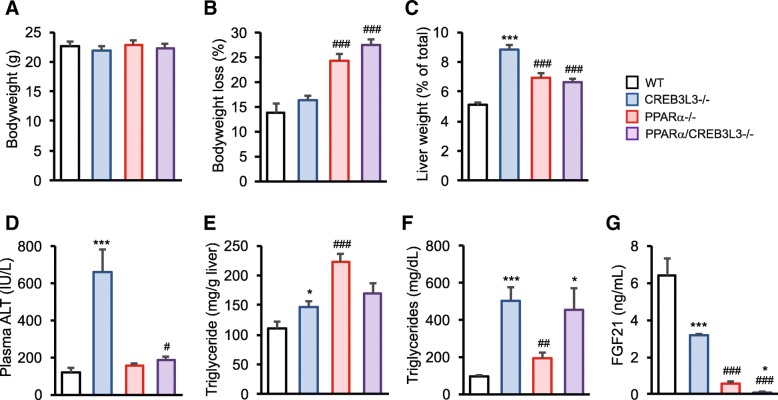
Effect of single and combined PPARα and CREB3L3 deficiency on metabolic parameters. PPARα−/−, CREB3L3−/− and combined PPARα/CREB3L3−/− mice were subjected to a 4 day ketogenic diet. **a** Bodyweight before the ketogenic diet. WT, *n* = 15; CREB3L3−/−, *n* = 12; PPARα−/−, *n* = 9; PPARα/CREB3L3−/−, *n* = 10. **b** Percentage bodyweight loss caused by the ketogenic diet. WT, n = 15; CREB3L3−/−, n = 12; PPARα−/−, *n* = 10; PPARα/CREB3L3−/−, *n* = 10. **c** Liver weight as percentage of total bodyweight. WT, n = 15; CREB3L3−/−, n = 12; PPARα−/−, *n* = 9; PPARα/CREB3L3−/−, *n* = 10. **d** Plasma alanine aminotransferase activity. WT, n = 15; CREB3L3−/−, *n* = 12; PPARα−/−, *n* = 5; PPARα/CREB3L3−/−, *n* = 6. **e** Hepatic triglycerides. WT, *n* = 10; CREB3L3−/−, *n* = 7; PPARα−/−, *n* = 5; PPARα/CREB3L3−/−, *n* = 6. **f** Plasma triglycerides. WT, *n* = 10; CREB3L3−/−, *n* = 7; PPARα−/−, *n* = 5; PPARα/CREB3L3−/−, *n* = 5. **g** Plasma Fibroblast Growth Factor 21. WT, n = 9; CREB3L3−/−, *n* = 7; PPARα−/−, *n* = 9; PPARα/CREB3L3−/−, n = 5. Error bars represent SEM. Asterisk indicates significant effect of CREB3L3 deficiency in wild-type mice (blue vs. white bar) and in PPARα mice (purple vs red bar) according to Student’s t-test (*P < 0.05, **P < 0.01, ***P < 0.001). Pound sign indicates significant effect of PPARα deficiency in wild-type mice (red vs. white bar) and in CREB3L3 mice (purple vs. blue bar) according to Student’s t-test (#*P* < 0.05, ##*P* < 0.01, ###*P* < 0.001)

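Livers of the mice fed a high-fat, low-carbohydrate ketogenic diet for 4 days were processed like those of the fasted mice, with 1 Mouse Gene 1.1 ST array per liver and log2 RMA values made by the authors. The 15 arrays come from 4 WT, 3 PPARα−/−, 4 CREB3L3−/− and 4 PPARα/CREB3L3−/− mice. They were fitted with limma together with the fasted arrays, at the same thresholds.

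*Creb3l3* read 10.42 to 10.48 log2 units in WT, 9.49 to 9.95 in PPARα−/−, 4.29 to 4.44 in CREB3L3−/− and 4.57 to 5.16 in PPARα/CREB3L3−/− livers. Its log2 fold change against WT was -6.09 (SE 0.14, adjusted p = 4.8e-21) in CREB3L3−/− and -5.55 (SE 0.14) in PPARα/CREB3L3−/− livers, and -0.72 (SE 0.15, adjusted p = 8.5e-04) in PPARα−/− livers, where it also fell. *Ppara* in PPARα−/− livers read 7.22 to 7.95.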

To study the magnitude of the effect of PPARα and CREB3L3 deficiency during ketogenic diet on liver gene expression, we performed Volcano plot analysis (Fig. 8a). In contrast to what was observed in the fasted state, the effects of CREB3L3 deficiency during ketogenic diet were more pronounced as compared to PPARα deficiency. 

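In CREB3L3−/− livers on the ketogenic diet *Sprr1a*, a small proline-rich protein of regenerating tissue, rose by a log2 fold change of 6.88 (SE 0.72, adjusted p = 1.7e-08), *Afp*, the fetal plasma protein alpha-fetoprotein, by 6.83 (SE 0.35, adjusted p = 6.4e-14) and *Akr1c18*, a hydroxysteroid dehydrogenase, by 6.80 (SE 0.30, adjusted p = 5.5e-15). *Inmt*, a methyltransferase, was at -6.34 (SE 0.45, adjusted p = 2.1e-11) and *Cyp8b1*, an enzyme of bile acid synthesis, at -6.16 (SE 0.38, adjusted p = 2.0e-12). In PPARα−/− livers *Slc7a11*, the cystine transporter, rose by 3.84 (SE 0.52, adjusted p = 2.9e-06), and *Car3*, a carbonic anhydrase, and *Ces3a*, a carboxylesterase, were at -5.93 (SE 0.57, adjusted p = 1.2e-08) and -5.09 (SE 0.49, adjusted p = 1.2e-08). Over all probe sets the log2 fold changes had an SD of 0.664 in CREB3L3−/− (n = 4) and 0.459 in PPARα−/− livers (n = 3) in the limma fit.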

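In PPARα/CREB3L3−/− livers the largest increase was that of *Sult1e1*, at a log2 fold change of 6.61 (SE 0.56, adjusted p = 8.1e-10). *Gpx3*, a glutathione peroxidase, rose by 3.90 (SE 0.25, adjusted p = 5.0e-12) and *Gldn*, gliomedin, by 3.57 (SE 0.34). *Mfsd2a* was at -7.24 (SE 0.43, adjusted p = 1.8e-12) and *Vnn1* at -6.74 (SE 0.33). The SD over all probe sets was 0.487. Against CREB3L3−/− livers, 3099 probe sets were higher and 4143 were lower. *Slco1a4*, an organic anion transporter, was higher by 5.72 (SE 0.38, adjusted p = 7.2e-12), and *Cyp2c29*, a cytochrome P450, by 5.06 (SE 0.41). *Akr1c18*, *Sprr1a* and *Mki67*, a proliferation antigen, were at -6.50 (SE 0.30), -6.02 (SE 0.72) and -5.59 (SE 0.37).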

Strikingly, the effect of combined deficiency of PPARα and CREB3L3 on hepatic gene expression was less pronounced as compared to deficiency of only CREB3L3. Analysis of the number of significantly changed genes showed that loss of CREB3L3 altered the expression of 5878 genes, of which 3490 genes were upregulated and 2388 genes were downregulated (Fig. 8b). Loss of PPARα altered expression of 2843 genes, of which 1616 genes were upregulated and 1227 genes were downregulated. Combined loss of PPARα and CREB3L3 altered the expression of 3707 genes, of which 1996 genes were upregulated and 1711 genes were downregulated. These observations indicate that deficiency of PPARα mitigates the effect of CREB3L3 deficiency on hepatic gene expression.

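In PPARα/CREB3L3−/− livers on the ketogenic diet 2528 probe sets were higher and 2444 lower than in WT, of which 1884 and 2013 carry 1 symbol. Counted by the probe set with the highest mean, 1400 genes were higher and 1931 lower. *Igf2bp3*, an RNA-binding protein of fetal liver, was at a log2 fold change of 3.47 (SE 0.21, adjusted p = 2.5e-12) and *Fabp2* at -6.24 (SE 0.23, adjusted p = 2.9e-16). In PPARα−/− livers 2174 probe sets were higher and 1709 lower (1652 and 1414 with 1 symbol, and 1213 and 1345 genes counted in the same way). *Wnt4*, a signalling ligand, was at 3.74 (SE 0.31, adjusted p = 8.7e-10) and *Abcd2* at -4.90 (SE 0.31, adjusted p = 1.5e-11). In CREB3L3−/− livers 4560 probe sets were higher and 3044 lower (3748 and 2419 with 1 symbol, and 3152 and 2246 genes counted in the same way). *Cdh17*, a cadherin, was at 6.01 (SE 0.23, adjusted p = 7.5e-16) and *Serpina6*, the corticosteroid-binding globulin, at -6.19 (SE 0.69, adjusted p = 4.8e-08). By an adjusted p under 0.05 from limma alone the counts were 7620, 5793 and 11138 probe sets in the same order.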

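An interaction between loss of PPARα and loss of CREB3L3 passed for 5669 probe sets on the ketogenic diet. In 5310 of them the change of the combined knockout was smaller in size than the sum of the single effects, in either direction. In 56 it went beyond the sum and in 303 it was opposite and no smaller. The noise of the WT mean shifts this split as after the fast. Of the 7604 probe sets changed in CREB3L3−/− livers, 5056 had an interaction. Only 385 of the 7604 also changed between PPARα/CREB3L3−/− and PPARα−/− livers, and 162 of these in the same direction. Over all 7604 the median absolute log2 fold change was 0.80 with PPARα, and without it the median in that direction was -0.02. *Decr2* was at 1.91 (SE 0.16, adjusted p = 1.8e-09) for the interaction and *Retsat* at 1.99 (SE 0.32, adjusted p = 2.4e-05).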

**Fig. 8:**
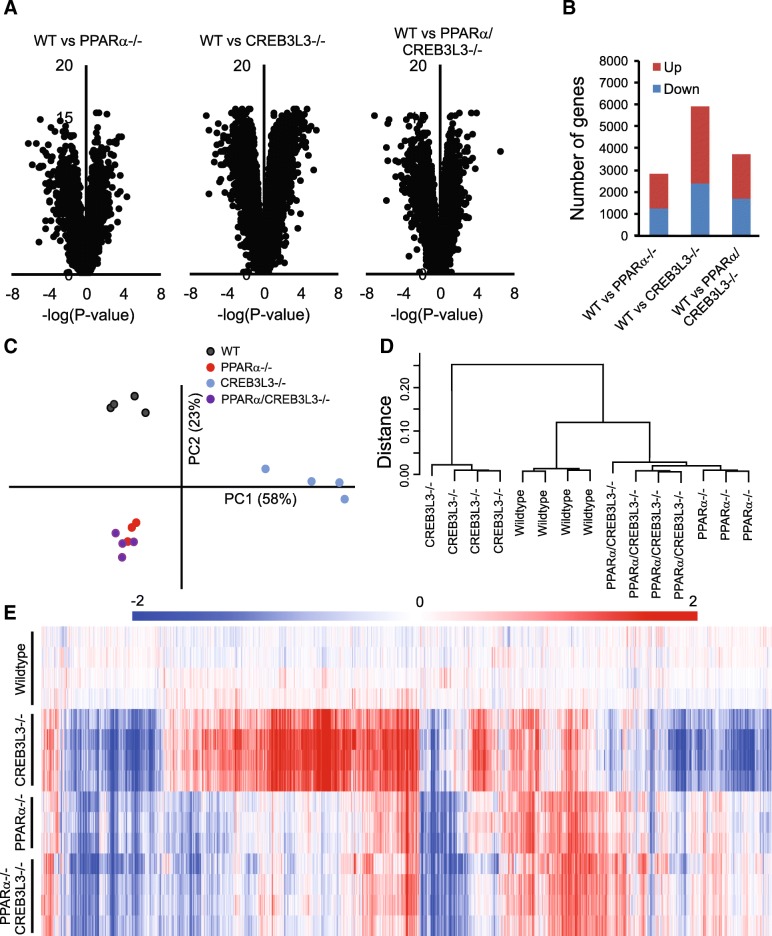
PPARα deficiency mitigates effect of CREB3L3 deficiency on hepatic gene expression during ketogenic diet. **a** Volcano plot showing the relation between signal log ratio (^2^log[fold-change], x-axis) and the -^10^log of the IBMT *P*-value (y-axis) for the comparison between wild-type mice and PPARα−/− mice, CREB3L3−/− mice and combined PPARα/CREB3L3−/− mice after 4 days of ketogenic diet. **b** Number of genes meeting significance criteria (fold change<− 1.2 or > 1.2 and IBMT *P* < 0.001) for the comparison between wild-type mice and PPARα−/− mice, CREB3L3−/− mice and combined PPARα/CREB3L3−/− mice after 4 days of ketogenic diet. Principle component analysis (**c**) and hierarchical clustering (**d**) of transcriptomics data from liver of wild-type, PPARα−/−, CREB3L3−/−, and combined PPARα/CREB3L3−/− mice after a 4 day ketogenic diet. **e** Hierarchical biclustering of samples and genes visualized in a heatmap. An IQR (Inter Quartile Range) filter of 0.5 was applied. Red indicates upregulated, blue indicates downregulated

### Effects of CREB3L3 deficiency on hepatic gene expression during ketogenic diet are dependent on PPARα

To study the similarity between the three different genetic models in liver gene expression, we performed principle component analysis (Fig. 8c) and hierarchical clustering (Fig. 8d). Principle component analysis and hierarchical clustering of samples showed that the CREB3L3−/− mice formed a distinct cluster, underscoring the profound effect of CREB3L3 deficiency on hepatic gene expression during ketogenic diet. 

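On the ketogenic diet 10680 probe sets had an interquartile range above 0.5. The first component held 43.7% of their variance, with CREB3L3−/− livers at 75.6 ± 18.1 (SD, n = 4), WT livers at -29.7 ± 9.61 (SD, n = 4), PPARα−/− livers at -23.5 ± 2.61 (SD, n = 3) and PPARα/CREB3L3−/− livers at -28.2 ± 3.58 (SD, n = 4). The lowest CREB3L3−/− liver, the first replicate, scored 50.6, still apart from all others. Clustering placed the 4 CREB3L3−/− livers on the first branch and the other 11 on the second.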

Surprisingly, the PPARα−/− mice and combined PPARα/CREB3L3−/− mice clustered together and were very distinct from the CREB3L3−/− mice. 

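The second component held 21.0% of the variance and set the livers without PPARα apart from WT, with 22.7 ± 5.67 (SD, n = 3) in PPARα−/−, 33.3 ± 7.58 (SD, n = 4) in PPARα/CREB3L3−/−, -2.37 ± 7.61 (SD, n = 4) in CREB3L3−/− and -48.0 ± 4.28 (SD, n = 4) in WT livers. At 3 clusters the livers fell into 4 WT, 4 CREB3L3−/− and 7 without PPARα. The third PPARα/CREB3L3−/− liver left this last cluster first, and PPARα−/− and PPARα/CREB3L3−/− livers separated only at 6 clusters.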

Hierarchical biclustering of samples and genes visualized in a heatmap further confirmed that at the level of hepatic gene expression, the PPARα−/− mice and combined PPARα/CREB3L3−/− mice were nearly indistinguishable, whereas the CREB3L3−/− mice showed a very different gene expression profile (Fig. 8e). These data thus show that deficiency of CREB3L3 has no effect on hepatic gene expression in the absence of PPARα, indicating that the major liver phenotype triggered by CREB3L3 deficiency during ketogenic diet is dependent on PPARα.

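Between PPARα/CREB3L3−/− and PPARα−/− livers on the ketogenic diet 293 probe sets were higher and 566 lower, of which 223 and 455 carry 1 symbol. Counted by the probe set with the highest mean, 202 genes were higher and 445 lower. *Fabp2* was at a log2 fold change of -3.82 (SE 0.25, adjusted p = 2.1e-10), *Cidec* at -2.63 (SE 0.44, adjusted p = 0.0014), *Mfsd2a* at -2.71 (SE 0.47, adjusted p = 0.0017) and *Inhbe*, an inhibin subunit of the liver, at -2.26 (SE 0.42, adjusted p = 0.00333). *Igf2bp3* rose by 4.17 (SE 0.23, adjusted p = 7.2e-12) and *Thrsp*, a protein of lipid synthesis, by 2.20 (SE 0.45, adjusted p = 0.00777). Of 12 genes of desaturation and elongation 5 fell (8 adjusted over the list alone), with a median of -0.60 (camera adjusted p = 0.041 with an estimated correlation). Of 15 lipid droplet genes 2 fell, with a median of -0.53 (adjusted p = 0.0562 with an estimated correlation).

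The count of 859 probe sets depends on the fit. It was 446 with the 15 arrays of the diet alone, 381 with these 15 arrays and the replicate number as a block and 241 with the arrays of the compared groups alone. Leaving out the second PPARα−/− liver gave 389, and leaving out the third PPARα/CREB3L3−/− liver gave 527.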

Scatter plot analysis confirmed that the effects of PPARα and CREB3L3 deficiency on hepatic gene expression are very dissimilar, whereas the effect of PPARα deficiency and combined PPARα/CREB3L3 deficiency are similar (Additional file 1: Figure S2A). 

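Across all probe sets the log2 fold changes on the ketogenic diet correlated at r = 0.451 between PPARα−/− and CREB3L3−/− livers, at r = 0.797 between PPARα−/− and PPARα/CREB3L3−/− livers and at r = 0.407 between CREB3L3−/− and PPARα/CREB3L3−/− livers. For simulated knockouts without effect against shared simulated WT arrays the averages were 0.469, 0.465 and 0.493. With 2 WT arrays on each side r was 0.355, 0.640 and 0.32. Genes are not independent replicates here either.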

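At P under 0.001, 3074 probe sets were lower in CREB3L3−/− livers, and 1733 of them were lower in no other knockout. Of 4598 higher ones, 2956 were higher in no other knockout. At the same time 826 were lower in all 3 knockouts, where 10.3 would be if the sets were independent, and 1068 were higher in all 3. PPARα−/− and CREB3L3−/− livers had 993 lower probe sets in common, against 149 for independent sets. With the WT arrays divided 2 and 2 between them this overlap was 605 to 742, against 80.4 to 101. With the 15 arrays of the diet alone the overlap of all 3 lower sets was 582, and with the replicate number as a block as well it was 548.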

Venn diagram of significantly changed genes confirmed that deficiency of CREB3L3 leads to the up- and downregulation of a large set of genes that are not affected in the PPARα−/− or PPARα/CREB3L3−/− mice (Additional file 1: Figure S2B).

### Induction of mitogenic genes in CREB3L3−/− mice during ketogenic diet is mediated by PPARα

To obtain more insight into the functional pathways affected by CREB3L3 deficiency on ketogenic diet, we performed geneset enrichment analysis. Surprisingly, many of the most highly downregulated genesets represented pathways of fatty acid and/or amino acid metabolism, including peroxisome, PPARα targets, and fatty acid degradation (Fig. 9a). 

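Of 21 measured genes of mitochondrial fatty acid oxidation 19 fell in CREB3L3−/− livers (20 lower and 1 higher adjusted over the list alone), with a median log2 fold change of -1.16. *Echs1*, the enoyl-CoA hydratase, was at -1.16 (SE 0.08, adjusted p = 7.0e-12) and *Etfa*, which takes up the electrons, at -1.27 (SE 0.08). Of 21 peroxisomal genes 19 fell (20 adjusted over the list alone, median -1.16), with *Phyh*, the phytanoyl-CoA hydroxylase, at -2.00 (SE 0.14, adjusted p = 9.0e-12). Amino acid breakdown moved with them. Of 23 genes of branched chain amino acid catabolism 22 fell and 1 rose (22 and 1 adjusted over the list alone), with a median of -1.33, among them *Ppm1k* at -3.22 (SE 0.16, adjusted p = 7.3e-14). On the brightest probe set of each, all 6 genes of this pathway named for the fast fell, with *Ivd* at -1.75 (SE 0.12, adjusted p = 2.0e-11) and *Hibadh* at -1.49 (SE 0.07), although these were chosen by the study and are not independent evidence. The 2 dimmer probe sets of *Hibadh* went apart, at 1.18 (SE 0.30) and -0.72 (SE 0.12). Of 9 genes of ammonia detoxification 8 fell, with *Otc*, the ornithine transcarbamylase, at -3.25 (SE 0.22, adjusted p = 8.6e-12). With an estimated correlation camera's adjusted p = 0.0287, 0.0335, 0.026 and 0.033 in the order given.

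The electron transport chain fell too, with 28 of 35 complex I genes (median -0.52) and 31 of 37 genes of complexes II to V lower (median -0.50). These were 32 and 35 when adjusted over the list alone, with adjusted p = 0.0378 and 0.0287 with an estimated correlation. Of 25 lipoprotein genes 18 fell and 1 rose (median -0.90, adjusted p = 0.0377 with an estimated correlation), *Apoa5* being at -1.74 (SE 0.12, adjusted p = 2.1e-11). Ketogenesis had 4 of 6 lower, with *Bdh1*, the hydroxybutyrate dehydrogenase, at -1.82 (SE 0.30), gluconeogenesis 8 of 14, with *Fbp1*, the fructose bisphosphatase, at -2.06 (SE 0.17), and omega-oxidation 7 of 9. The calls of these 3 lists were lost, with adjusted p = 0.1, 0.11 and 0.0625 with an estimated correlation.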

Enrichment scores for these latter genesets were similar in the PPARα−/− and PPARα/CREB3L3−/− mice (Fig. 9a). 

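In PPARα−/− livers 19 of 21 mitochondrial and 17 of 21 peroxisomal fatty acid oxidation genes fell, with median log2 fold changes of -1.31 and -1.46. With both factors absent it was 18 and 21, with medians of -1.21 and -1.41. *Cpt2* was at -1.94 (SE 0.10, adjusted p = 6.5e-13) in PPARα−/−, -1.04 (SE 0.09) in CREB3L3−/− and -2.24 (SE 0.09) in PPARα/CREB3L3−/− livers. *Decr2* was at -2.53 (SE 0.12), -2.15 (SE 0.11) and -2.78 (SE 0.11), and *Hadh* at -1.34 (SE 0.15), -1.53 (SE 0.14) and -1.27 (SE 0.14). The camera adjusted p of mitochondrial oxidation was 0.00465 and 0.00826, and that of peroxisomal oxidation 0.00465 and 0.00826, with an estimated correlation. Branched chain amino acid catabolism moved less in these groups, with 11 and 8 of 23 lower, medians of -0.50 and -0.38 and adjusted p = 0.132 and 0.204 with an estimated correlation.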

A heatmap of the geneset PPARα targets shows the consistent downregulation of PPARα target genes across the 3 groups of mice (Fig. 9b). These data suggest that CREB3L3 deficiency, as well as PPARα deficiency and combined PPARα/CREB3L3 deficiency, leads to reduced PPARα activity. 

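The measured PPARα target genes of Fig. 11a fell in 15 of 16 cases in PPARα−/−, 10 in CREB3L3−/− and 16 in PPARα/CREB3L3−/− livers, with median log2 fold changes of -1.93, -1.18 and -2.22. Adjusted over the list alone, 14 were lower and 1 was higher in CREB3L3−/− livers. *Retsat* was at -3.44 (SE 0.23, adjusted p = 3.0e-11), -1.95 (SE 0.22, adjusted p = 4.3e-08) and -3.39 (SE 0.22), and *Acaa1b* at -4.54 (SE 0.23), -2.41 (SE 0.22) and -4.56 (SE 0.22). Other members moved in PPARα-deficient livers without passing in CREB3L3−/− livers. *Cyp4a14* was at -6.67 (SE 0.50), -1.60 (SE 0.47, adjusted p = 0.00903) and -5.99 (SE 0.47), *Fabp1* at -4.94 (SE 0.41), -0.94 (SE 0.38, adjusted p = 0.0602) and -5.78 (SE 0.38) and *Ehhadh* at -2.82 (SE 0.16), -0.47 (SE 0.15, adjusted p = 0.0152) and -2.75 (SE 0.15). Between PPARα/CREB3L3−/− and PPARα−/− livers none of the 16 passed, 6 were lower at an unadjusted p under 0.05 in limma (3 adjusted over the list alone) and the median was -0.07 (camera adjusted p = 0.274). Camera's adjusted p = 0.0015, 0.066 and 0.00295 with an estimated correlation, so that the call in CREB3L3−/− livers was lost. The list was chosen by the study and is not independent evidence.

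**Figure D3:**
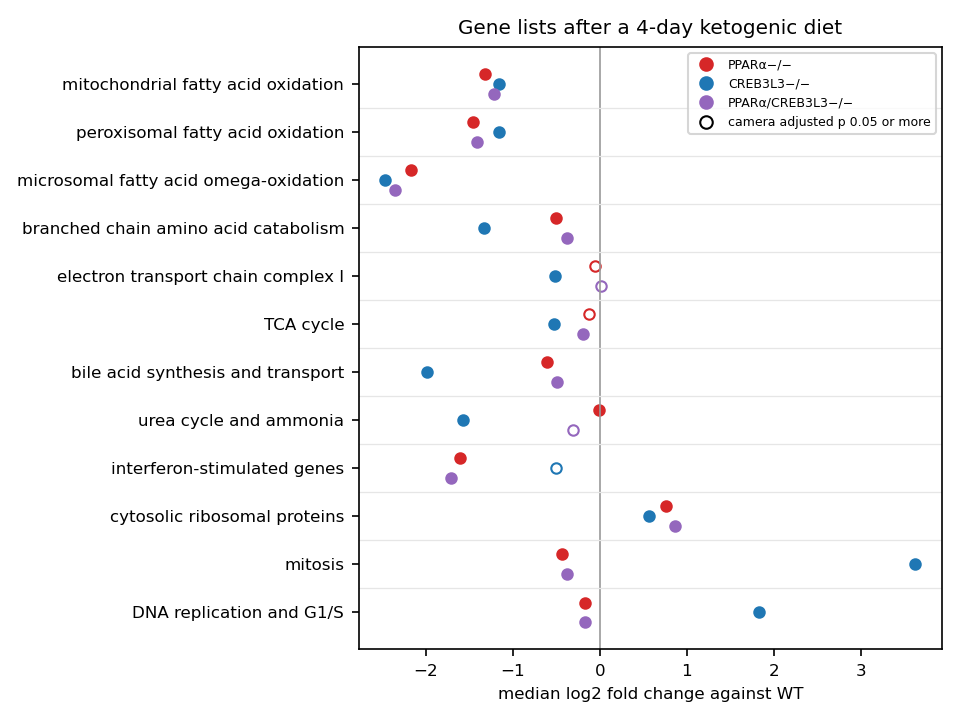
Median log2 fold change against WT (horizontal axis) of gene lists in PPARα−/−, CREB3L3−/− and PPARα/CREB3L3−/− livers on the ketogenic diet, with open circles where camera's adjusted p was 0.05 or above. The fatty acid oxidation lists lie below -1 in all 3 knockouts, and the mitosis list lies far above 0 in CREB3L3−/− livers.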

In line with these data, the PPARα mRNA expression level was markedly reduced in the CREB3L3−/− mice (Fig. 9c).

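*Ppara* encodes the receptor itself. Its log2 RMA intensity was 10.49 ± 0.08 (SD, n = 4) in WT and 8.64 ± 0.44 (SD, n = 4) in CREB3L3−/− livers on the ketogenic diet, a log2 fold change of -1.85 (SE 0.27, adjusted p = 2.7e-06) in limma. In fasted CREB3L3−/− livers it was -0.46 (SE 0.27, adjusted p = 0.541), which did not pass. The 4 fasted CREB3L3−/− livers still read 9.51 to 10.03 log2 units, all below the 10.08 to 10.41 of the 4 fasted WT livers. The SE rests on the spread pooled over all 8 groups, among them fasted PPARα/CREB3L3−/− livers at 7.25 to 9.09. A smaller fall of *Ppara* after the fast therefore stays open. With any single array left out, the value on the ketogenic diet ranged from -1.96 to -1.64.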

**Fig. 9:**
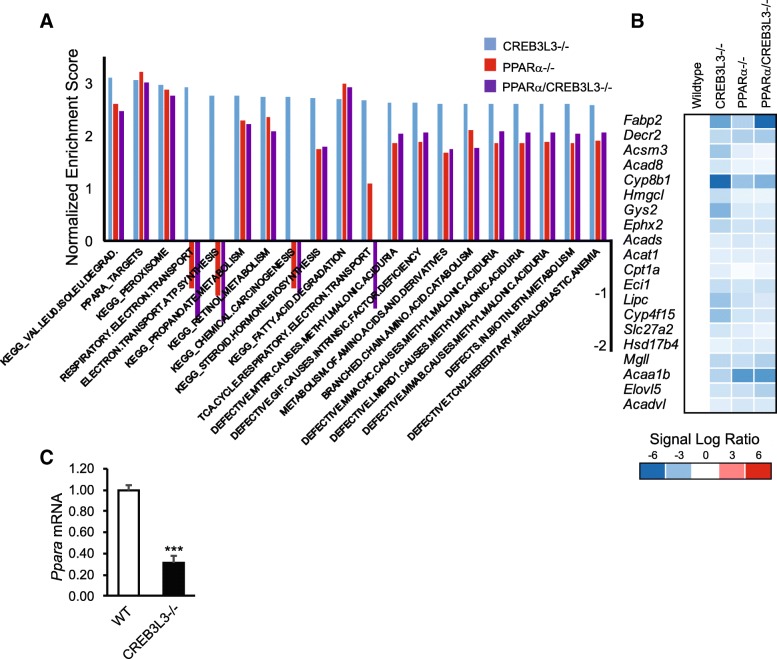
CREB3L3 deficiency during ketogenic diet leads to downregulation of PPARα targets. **a** Top 20 downregulated genesets in liver of CREB3L3−/− mice compared with wild-type mice, determined by geneset enrichment analysis and ranked according to normalized enrichment score (NES) (blue). The NES of the same genesets for the comparison between wild-type and PPARα−/− (red) or combined PPARα/CREB3L3−/− (purple) mice is shown as well. **b** Comparative gene expression analysis in liver of wild-type, PPARα−/−, CREB3L3−/−, and combined PPARα/CREB3L3−/− mice after a 4-day ketogenic diet. The genes shown are the 20 most highly enriched genes in CREB3L3−/− mice vs. wild-type mice that are part of the geneset PPARΑ targets. Red indicates upregulated, blue indicates downregulated. **c** Mean PPARα mRNA expression level in liver of wild-type and CREB3L3−/− mice after a 4-day ketogenic diet. Asterisk indicates significantly different from wild-type mice according to Student’s t-test (*P* < 0.001)

Geneset enrichment analysis also underscored the dramatic effect of CREB3L3 deficiency on hepatic gene expression. Indeed, 538 genesets met the statistical significance cut-off of FDR q-value< 0.05, covering numerous biological processes, including immunity, cellular stress pathways, and DNA/RNA-related processes (not shown). 

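Beside the cell cycle, camera called lists of several kinds higher in CREB3L3−/− livers on the ketogenic diet. Of 24 macrophage and Kupffer cell markers 16 rose (20 adjusted over the list alone), with a median log2 fold change of 0.88, *Cd14*, the endotoxin co-receptor, being at 3.25 (SE 0.26, adjusted p = 1.4e-10) and *Lgals3*, galectin 3, at 3.50 (SE 0.42). T and NK cell markers did not move with them, with a median of -0.28 and 1 of 18 higher (camera adjusted p = 0.253). Inflammatory signalling had 4 of 24 higher and 1 lower (camera adjusted p = 0.096), and interferon-stimulated genes 1 and 2 of 23 (0.0975). Of 20 p53 targets 12 rose and 1 fell, with *Tnfrsf10b*, a death receptor, at 3.37 (SE 0.27, adjusted p = 1.3e-10). The integrated stress response had 10 of 19 higher and NRF2 targets 13 of 21, whereas the unfolded protein response was not called (camera adjusted p = 0.154). Of the called lists of this paragraph none kept its call, with adjusted p = 0.11, 0.066, 0.169 and 0.13 with an estimated correlation. Translation factors had 18 of 26 higher (median 0.44, adjusted p = 0.066 with an estimated correlation).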

Intriguingly, the 20 most upregulated genesets were all related to cell cycle/mitosis (Fig. 10a). 

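Of 44 measured mitosis genes 42 rose in CREB3L3−/− livers and none fell, with a median log2 fold change of 3.62 (n = 4 against 4). Adjusted over the list alone, 43 were higher and 1 was lower. *Prc1*, which bundles the central spindle, rose by 4.49 (SE 0.22, adjusted p = 3.6e-14) (its dimmer probe set was at 0.22, which did not pass), *Kif4*, a chromosome motor, by 4.39 (SE 0.19) and *Cenpe*, a kinetochore motor, by 3.91 (SE 0.19). Of 41 genes of DNA replication and the G1/S step 38 rose (40 adjusted over the list alone), with a median of 1.82. *Rrm2*, a ribonucleotide reductase subunit, rose by 3.82 (SE 0.19, adjusted p = 5.8e-14) and *Lig1*, the replicative DNA ligase, by 2.67 (SE 0.19). For both lists camera gave an adjusted p = 0.026 with an estimated correlation.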

Enrichment scores for these genesets were much lower in the PPARα−/− and PPARα/CREB3L3−/− mice, indicating the selective induction of cell cycle/mitosis-related genes in the CREB3L3−/− mice (Fig. 10a). 

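In PPARα−/− livers 3 of the 44 mitosis genes fell and none rose, with a median log2 fold change of -0.43, and in PPARα/CREB3L3−/− livers 5 fell, with a median of -0.38. Adjusted over the list alone, 10 were lower in PPARα−/− livers, and 13 lower and 1 higher in PPARα/CREB3L3−/− livers. *Top2a*, the topoisomerase that separates chromosomes, was at -1.12 (SE 0.29, adjusted p = 0.00763) and -1.03 (SE 0.27, adjusted p = 0.0065) in these groups, and its 2 dimmer probe sets did not pass in either. Of 41 DNA replication genes 4 and 11 fell, with medians of -0.16 and -0.17. Camera called mitosis lower in both groups, and the calls were lost at adjusted p = 0.419 and 0.519 with an estimated correlation in limma.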

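The mean over the 44 measured mitosis genes was 7.59 ± 0.51 log2 units (SD, n = 4) in CREB3L3−/− livers on the ketogenic diet and 4.24 ± 0.36 (SD, n = 4) in WT livers. Of the genes of Table S2, 30 were measured, and all 30 rose in CREB3L3−/− livers, with a median log2 fold change of 3.89. *Ccna2*, cyclin A2, rose by 4.35 (SE 0.30, adjusted p = 1.3e-11), *Cdk1*, the mitotic kinase, by 3.71 (SE 0.23, adjusted p = 1.2e-12), and *Plk1*, polo-like kinase 1, by 4.59 (SE 0.29, adjusted p = 2.2e-12). *Top2a* rose by 4.39 (SE 0.27) on its brightest probe set, with 1.03 (SE 0.22) and 0.34 (SE 0.10) on dimmer ones, the last of which did not pass, and *Aurka*, Aurora kinase A, by 3.90 (SE 0.24). These genes were chosen by the study on the same livers and are not independent evidence.

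**Figure D4:**
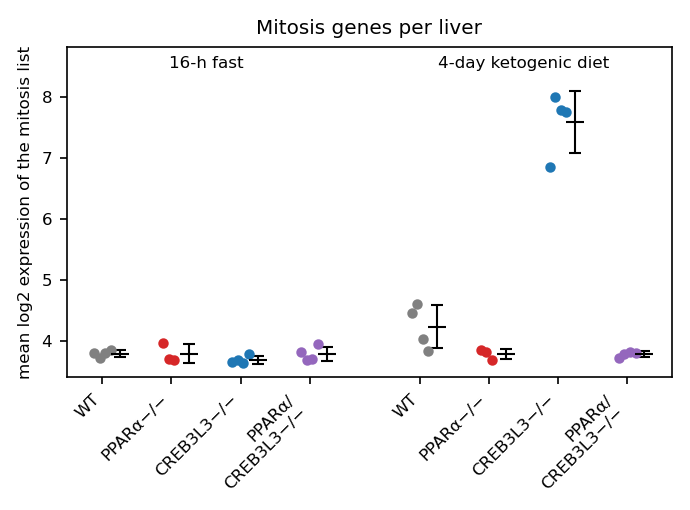
Mean log2 RMA intensity over the mitosis genes (vertical axis) in each liver (points) of the 8 groups of genotype and regimen, with mean ± SD. The 4 CREB3L3−/− livers on the ketogenic diet lie above all other livers.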

A heatmap of the most enriched genes within the geneset Cell.Cycle.Mitotic demonstrates the pronounced upregulation of cell cycle genes in the CREB3L3−/− mice (Fig. 10b). 

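The interaction of both ablations on the ketogenic diet was negative for 42 of 44 mitosis genes (43 adjusted over the list alone), with a median of -3.73 log2 units, and for 38 of 41 genes of DNA replication, with a median of -1.96. For mitosis camera's adjusted p = 0.0458 with an estimated correlation. The mean over the mitosis list was 4.24 in WT, 3.80 in PPARα−/− and 3.79 in PPARα/CREB3L3−/− livers. These means lay within or below the array medians of 4.22 to 4.38, so close to background that the size of the mitosis interaction is uncertain. Between PPARα/CREB3L3−/− and PPARα−/− livers none of the 44 mitosis genes passed, 2 were higher and 0 lower at an unadjusted p under 0.05 in limma, and the median was -0.01 (camera adjusted p = 0.669). *Ccna2* was at -0.91 (SE 0.30, adjusted p = 0.0305) against WT and *Cdk1* at -0.56 (SE 0.23, adjusted p = 0.0785) in PPARα/CREB3L3−/− livers. For the Table S2 genes, a list of the study and not independent evidence, the interaction was negative in 30 of 30, with a median of -3.81.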

Strikingly, the upregulation is completely abolished upon additional deficiency of PPARα, suggesting that PPARα mediates the induction of cell cycle genes in CREB3L3−/− mice on ketogenic diet (Fig. 10b). Consistent with the upregulation of cell cycle upon CREB3L3 deficiency, many of the most highly induced genes in the CREB3L3−/− mice on ketogenic diet were related to cell cycle (Fig. 10c). 

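Among the 40 genes with the largest increase in CREB3L3−/− livers on the ketogenic diet, 20 belong to the 44 measured mitosis genes and 0 to the 41 DNA replication genes. *Hmmr*, a spindle-associated hyaluronan receptor, rose by a log2 fold change of 4.84 (SE 0.24, adjusted p = 5.9e-14) and *Anln*, an actin-binding protein of cell division, by 4.70 (SE 0.25, adjusted p = 9.7e-14). Others have no part in division, such as *Cyp21a1*, a steroid hydroxylase, at 4.74 (SE 0.36, adjusted p = 6.4e-11) and *Slc7a11* at 5.32 (SE 0.48). The median of the 40 was 4.33.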

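In PPARα−/− livers these 40 genes had a median log2 fold change of -0.24 against WT, with 5 higher and 2 lower. With both factors absent the median was -0.18, with 5 higher and 4 lower. Against PPARα−/− livers the combined knockout had a median of 0.04, with 2 lower and 0 higher. *Ccna2* was at -1.12 (SE 0.33, adjusted p = 0.0157) and *Cdk1* at -0.44 (SE 0.24, adjusted p = 0.272) in PPARα−/− livers, and neither passed in limma. *Afp* rose by 1.78 (SE 0.38, adjusted p = 0.00102) in PPARα−/− and by 2.14 (SE 0.35, adjusted p = 3.3e-05) in PPARα/CREB3L3−/− livers.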

Again, the upregulation of these genes was almost completely abolished in the PPARα−/− mice.

**Fig. 10:**
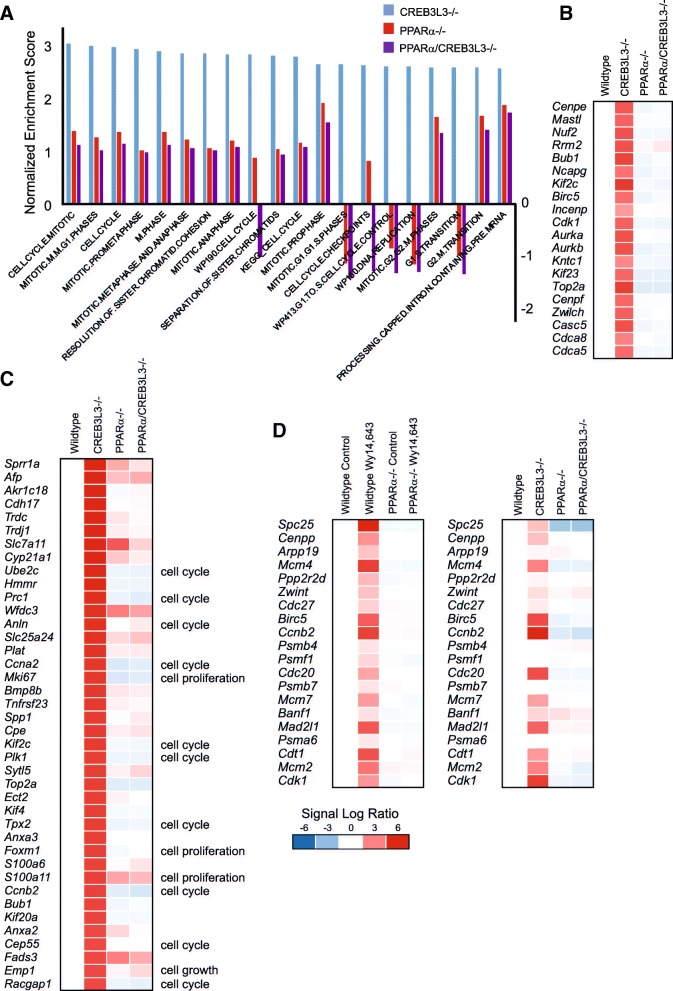
CREB3L3 deficiency during ketogenic diet leads to upregulation of the cell cycle. **a** Top 20 upregulated genesets in liver of CREB3L3−/− mice compared with wild-type mice, determined by geneset enrichment analysis and ranked according to normalized enrichment score (NES) (blue). The NES of the same genesets for the comparison between wild-type and PPARα−/− (red) or combined PPARα/CREB3L3−/− (purple) mice is shown as well. **b** Comparative gene expression analysis in liver of wild-type, PPARα−/−, CREB3L3−/−, and combined PPARα/CREB3L3−/− mice after a 4-day ketogenic diet. The genes shown are the 20 most highly enriched genes in CREB3L3−/− mice vs. wild-type mice that are part of the geneset CELL.CYCLE.MITOTIC. **c** Comparative gene expression analysis in liver of wild-type, PPARα−/−, CREB3L3−/−, and combined PPARα/CREB3L3−/− mice after a 4-day ketogenic diet, showing the top 40 most highly upregulated genes in CREB3L3−/− mice. **d** Comparative gene expression analysis in liver of wild-type mice, wild-type mice treated with Wy-14,643 for 5 days, PPARα−/− mice, and PPARα−/− treated with Wy-14,643 for 5 days (left panel), and wild-type, PPARα−/−, CREB3L3−/−, and combined PPARα/CREB3L3−/− mice after a 4-day ketogenic diet (right panel). The genes shown are the 20 most highly enriched genes upon Wy-14.643 treatment that are part of the geneset MITOTIC.M.M.G1 PHASE. Red indicates upregulated, blue indicates downregulated

In line with the known mitogenic effect of PPARα activation on hepatocyte proliferation, pharmacological activation of PPARα in vivo has been shown to cause the induction of numerous genes and proteins involved in cell cycle control [28], which is specifically mediated by mouse PPARα and not human PPARα [29]. Previously, we found that treating mice with the specific PPARα agonist Wy-14,643 markedly induced numerous genesets related to cell cycle [2]. A heatmap of the most highly enriched genes in the geneset Mitotic.M.M.G1 phase underscores the marked induction of cell cycle-related genes by Wy-14,643, which is entirely PPARα dependent (Fig. 10d). Strikingly, most of these genes are also highly upregulated in the CREB3L3−/− mice on ketogenic diet, which again is entirely PPARα dependent (Fig. 10d), indicating that the pronounced upregulation of the cell cycle in CREB3L3−/− mice is mediated by PPARα. Taken together, these data indicate that CREB3L3 deficiency uncouples the hepatoproliferative and lipid metabolic effects of PPARα.

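*Mki67*, a marker of dividing cells, rose by a log2 fold change of 4.49 (SE 0.37, adjusted p = 2.2e-10) in CREB3L3−/− livers on the ketogenic diet. It was at -1.31 (SE 0.39, adjusted p = 0.0209) in PPARα−/− and -1.10 (SE 0.37, adjusted p = 0.0298) in PPARα/CREB3L3−/− livers, and neither passed. In the same CREB3L3−/− livers *Acaa1a*, a peroxisomal thiolase, was at -1.87 (SE 0.19, adjusted p = 1.1e-08) and *Ech1* at -1.16 (SE 0.13, adjusted p = 2.7e-08), while *Acot1* was at 0.24 (SE 0.27, adjusted p = 0.546), which did not pass. The PPARα target list had its lowest medians in the groups without PPARα, and its interaction was positive for 9 of 16 genes, with a median of 0.99 (camera adjusted p = 0.112 with an estimated correlation). The list was chosen by the study and is not independent evidence. The paper draws on lower lipid metabolic and higher cell cycle genes in these livers, and on the loss of the latter without PPARα. It also draws on cell cycle genes raised by a PPARα agonist, data not analysed here. From these it concludes that absence of CREB3L3 separates the proliferative from the metabolic actions of PPARα.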

## Discussion

In this paper we studied the effect of individual and combined PPARα and CREB3L3 deficiency on hepatic gene expression after a 16-h fast and a 4-day ketogenic diet. Under conditions of overnight fasting, the effect of PPARα deficiency and CREB3L3 deficiency on hepatic gene expression are largely independent, and only show a very limited degree of synergism. A small number of genes is under dual control of PPARα and CREB3L3, including *Fgf21* and *Mfsd2a*. Our data do not support a strong co-dependence of PPARα and CREB3L3 in hepatic gene regulation during fasting. By contrast, a strong interaction between PPARα and CREB3L3 exists during ketogenic diet feeding. Previously, it was shown that CREB3L3−/− mice on a ketogenic diet exhibit a strong phenotype characterized by hepatomegaly and steatohepatitis, and elevated expression of inflammatory marker genes [19, 25]. Here, using whole genome expression profiling, we corroborate these findings. In addition, we show that deficiency of CREB3L3 has virtually no effect on hepatic gene expression in the absence of PPARα, indicating that the major liver phenotype triggered by CREB3L3 deficiency during ketogenic diet is dependent on PPARα. Furthermore, we find that CREB3L3 has a dual impact on PPARα signalling during ketogenic diet. 

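*Slc16a1*, a ketone body and lactate transporter, stood apart in CREB3L3−/− livers on the ketogenic diet, with a log2 fold change of 1.33 (SE 0.13, adjusted p = 9.3e-09). *Fgf21* was at -2.01 (SE 0.45, adjusted p = 7.5e-04), *Acat1* at -1.38 (SE 0.08, adjusted p = 1.0e-12) and *Sirt3*, a mitochondrial deacetylase, at -2.07 (SE 0.13). *Cpt1a* was at -1.35 (SE 0.08, adjusted p = 8.5e-13) and *Acads*, the short-chain acyl-CoA dehydrogenase, at -1.24 (SE 0.09). *Plin5* was at -1.20 (SE 0.29) and *Mgll* at -2.20 (SE 0.20).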

On the one hand, CREB3L3 deficiency leads to reduced expression of PPARα and PPARα target genes involved in fatty acid oxidation and ketogenesis. On the other hand, CREB3L3 deficiency leads to the marked activation of the hepatoproliferative effect of PPARα. Overall, our data suggest that CREB3L3 deficiency during ketogenic diet uncouples the mitogenic and lipid metabolic effects of PPARα in the liver.

It is unclear how CREB3L3 deficiency promotes liver damage and hepatoproliferation during ketogenic diet and how this effect is dependent on PPARα. It could be envisioned that deficiency of CREB3L3 disrupts a certain metabolic pathway, such as fatty acid oxidation or fatty acid elongation and desaturation, leading to accumulation of intermediate lipid species that ligand-activate PPARα and specifically stimulate the mitogenic action of PPARα. In addition, these lipid species may promote liver damage. Additionally, it is possible that CREB3L3 deficiency alters a specific metabolic pathway, possibly involving accumulation of damaging intermediates, and that these effects are dependent on an enzyme/factor whose expression is maintained by PPARα. Insofar as CREB3L3 and PPARα regulate the expression of many genes, it is not possible to pinpoint the exact causal gene(s) downstream of CREB3L3 and PPARα.

Other examples exist of the uncoupling of the mitogenic and metabolic actions of PPARα. For example, human PPARα upregulates genes involved in fatty acid oxidation but not the cell cycle, as shown by studies in mice carrying human PPARα [29, 30]. Another example is the activation of mouse PPARα by dietary n-3 poly-unsaturated fatty acids, which leads to upregulation of PPARα targets involved in lipid metabolism but does not trigger hepatocyte proliferation [31]. These findings strongly indicate that the mechanisms by which PPARα affects lipid metabolism and hepatocyte proliferation are distinct [29, 30]. Mechanistically, how ligand-activated PPARα could selectively activate mitogenic and not metabolic pathways is unclear but could be related to the SPPARM concept [32–34]. According to this concept, different PPAR agonists have only partially overlapping effects on gene expression based on selective receptor-coregulator interactions. Borrowing from this notion, it can be hypothesized that the epigenetic mechanisms that drive the PPARα-dependent activation of genes involved in fatty acid oxidation and ketogenesis are different from the epigenetic mechanisms that support the induction of mitogenic pathways by PPARα, and additionally that these mechanisms are differentially affected by CREB3L3 deficiency.

Our data indicate that the roles of PPARα and CREB3L3 in the fasted state are very distinct, showing minimal overlap in target gene regulation (Fig. 11a). As shown by previous whole genome expression analyses and supported by the present paper, PPARα governs the expression of a large number of genes involved in fatty acid oxidation and ketogenesis, as well as other pathways of intracellular and extracellular lipid metabolism [2]. Reduced fatty acid oxidation and ketogenesis causes the commonly observed fasting-induced hypoketonemia and elevated plasma free fatty acid levels in PPARα−/− mice [9–11, 35]. In the liver, the non-oxidized fatty acids are diverted towards re-esterification, explaining the fasting-induced steatosis in PPARα−/− mice [9–11, 35]. By contrast, CREB3L3 targets apolipoproteins, including *Apoa4*, *Apoc2*, *Apoa5*, and *Apoa1* [17, 36]. Reduced expression of the lipoprotein lipase activators *Apoc2* and *Apoa5*, and of *Fgf21*, which at pharmacological doses has been shown to stimulate plasma triglyceride clearance [37], likely explains the elevated plasma triglyceride levels in CREB3L3−/− mice via reduced plasma triglyceride clearance [17, 25, 36, 38]. This is in line with our previous observation that CREB3L3 deficiency does not significantly influence triglyceride secretion [19]. Besides targeting lipoprotein metabolism, CREB3L3 regulates a relatively small number of genes involved in several distinct metabolic pathways, including *Fabp2* (fatty acid binding), *Cidec* (lipid storage), fatty acid desaturation (*Fads1*, *Fads2*), fatty acid elongation (*Elovl2*, *Elovl5*), and gluconeogenesis (*G6pc, Pck1*) (Fig. 11a) [15–18]. Our data do not support the notion that CREB3L3 has an important role during fasting in regulating genes involved in fatty acid oxidation, with the exception of *Cpt1a* and *Hsd17b10*. This is supported by our previous data, showing a lack of effect of CREB3L3 deficiency on ex vivo fatty acid oxidation and fatty acid oxidation genes [19]. In contrast, Nakagawa and colleagues observed that CREB3L3 deficiency in the fasted state reduced expression of many genes involved in fatty acid oxidation, showing synergy with PPARα [25]. 

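In fasted CREB3L3−/− livers 1 of 21 mitochondrial fatty acid oxidation genes fell, *Cpt1a* itself, and 3 were lower at an unadjusted p under 0.05 in limma. *Cpt2* was at a log2 fold change of 0.05 (SE 0.09, adjusted p = 0.903), *Slc25a20* at 0.02 (SE 0.10, adjusted p = 0.965) and *Hadh* at -0.22 (SE 0.14). Among 21 peroxisomal genes none fell and 1 rose, with a median of 0.11 (camera adjusted p = 0.0392, and 0.74 with an estimated correlation). *Acaa1a* was at 0.13 (SE 0.19) and *Decr2* at -0.29 (SE 0.11).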

The reason for this discrepancy is not clear, but could be related to the different duration of fasting (16 h vs. 24 h). 

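*Cpt1a* in fasted PPARα−/− livers had a log2 fold change of -0.15 (SE 0.09, adjusted p = 0.376), which did not pass. It was at -1.18 (SE 0.08, adjusted p = 1.0e-10) in PPARα/CREB3L3−/− livers and -1.03 (SE 0.09, adjusted p = 5.0e-08) between these and PPARα−/− livers. The interaction was -0.31 (SE 0.12, adjusted p = 0.336). Its log2 RMA intensity was 11.80 ± 0.13 (SD, n = 4) in WT and 11.65 ± 0.19 (SD, n = 3) in PPARα−/− livers. On the ketogenic diet it fell by 0.64 (SE 0.09, adjusted p = 2.9e-06) in PPARα−/− livers.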

Interestingly, *Cpt1a* expression was not downregulated in the fasted state in PPARα−/− mice, which we had also observed in another set of samples [12], despite it being considered as the prototypical PPARα target gene. It can be hypothesized that the stimulatory effect of PPARα agonists on *Cpt1a* expression may be partly mediated by induction of CREB3L3.

**Fig. 11:**
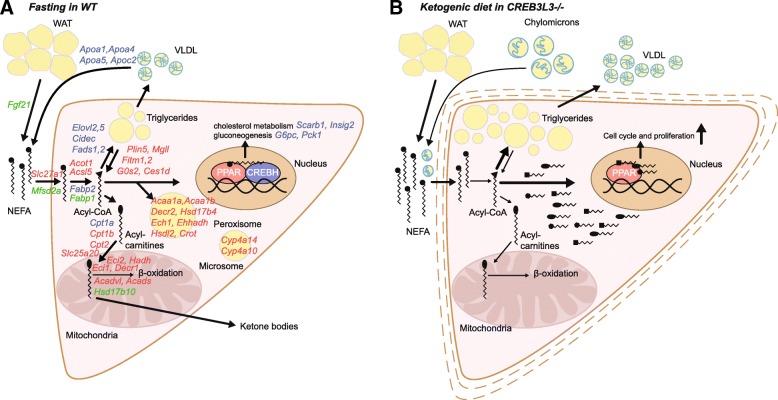
PPARα and CREB3L3 cooperate to regulate hepatic lipid metabolism. **a** The cartoon illustrates the distinct roles of CREB3L3 and PPARα in the regulation of hepatic lipid metabolism during fasting. CREB3L3 stimulates genes involved in lipoprotein metabolism (Apoc2, Apoa5, Apoa1), lipid storage (*Cidec*), fatty acid binding (*Fabp2*), fatty acid desaturation and elongation (*Fads1, Fads2, Elovl2, Elovl5*), gluconeogenesis (*Pck1,G6pc*), and fatty acid oxidation (*Cpt1a, Hsd17b10*). PPARα stimulates genes involved in peroxisomal fatty acid oxidation (*Acaa1, Decre2, Ehhadh, Ech1*), mitochondrial fatty acid oxidation (*Slc25a20, Cpt2, Acadvl, Hadh*), microsomal fatty acid oxidation (*Cyp4a10, Cyp4a14*), fatty acid binding and (de)activation (*Fabp1, Acsl5, Acot1*), triglyceride hydrolysis (*Plin5, Fitm1, G0 s2, Mgll*). Genes significantly decreased in CREB3L3−/− mice in the fasted state are in blue (IBMT *P*-value< 0.001). Genes significantly decreased in PPARα−/− mice in the fasted state are in red. Genes significantly decreased in both genotypes are shown in green. **b** Overview of the effect of CREB3L3 deficiency after 4 days of ketogenic diet feeding. It is hypothesized that CREB3L3 deficiency during ketogenic diet leads to accumulation of certain lipid species that (ligand) activate PPARα. In turn, PPARα activation leads to hepatocyte proliferation and hepatomegaly. Additional effects of CREB3L3 deficiency include steatosis and enhanced liver damage

An intriguing question is why CREB3L3 deficiency leads to a pronounced phenotype in mice fed a ketogenic but has much more limited effects in fasted mice. 

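Between WT livers of the ketogenic diet and of the fast (n = 4 each), *Srebf1* was higher by a log2 fold change of 1.37 (SE 0.22, adjusted p = 3.3e-04). *Pklr*, the liver pyruvate kinase, and *Thrsp* were higher by 1.45 (SE 0.17, adjusted p = 7.9e-06) and 2.13 (SE 0.42, adjusted p = 0.00221), whereas *Scd1*, the stearoyl-CoA desaturase, was at -3.62 (SE 0.31, adjusted p = 1.4e-07). Of 16 genes of fatty acid synthesis 6 rose and 1 fell (8 and 2 adjusted over the list alone), with a median of 0.33. Of 20 genes of cholesterol synthesis 5 rose and none fell (15 adjusted over the list alone), with a median of 0.75, *Fdps* being at 1.14 (SE 0.27, adjusted p = 0.00834) and *Nsdhl*, a sterol dehydrogenase, at 1.23 (SE 0.30). Camera called both lists, and both calls were lost at adjusted p = 0.725 with an estimated correlation in limma. In all 1510 probe sets differed, with *Moxd1*, a monooxygenase, lowest at -5.83 (SE 0.87, adjusted p = 1.6e-04). *Cyp2b10*, a cytochrome P450 of drug metabolism, was at -2.61 (SE 0.62). The fasted and the ketogenic mice were separate sets of animals, so regimen and experiment are not told apart.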

Direct comparison of hepatic gene expression in wild-type mice after fasting and ketogenic diet showed that expression of SREBP1 and its target genes involved in lipogenesis and cholesterogenesis was much higher after the ketogenic diet than after fasting (not shown). Previously, it was shown that CREB3L3 is a negative regulator of SREBP-1c production and hepatic lipogenesis [39], which is in line with our observation that genes involved in lipogenesis/cholesterogenesis are highly elevated in CREB3L3−/− mice under regular fasting conditions. Hence, placing CREB3L3−/− mice on a ketogenic diet is expected to lead to markedly increased lipogenesis/cholesterogenesis, which in turn may lead to the generation of a specific (set of) lipids that could trigger the mitogenic effect of PPARα (Fig. 11b). 

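Of 16 genes of fatty acid synthesis 1 rose and 1 fell in fasted CREB3L3−/− livers, with a median log2 fold change of 0.15, and camera did not call the list (adjusted p = 0.0551 from limma). *Idi1*, an isomerase of the sterol pathway, was at 1.81 (SE 0.44, adjusted p = 0.0346) on its first and 1.78 (SE 0.43, adjusted p = 0.0332) on its second probe set. On the ketogenic diet cholesterol synthesis had a median of 0.31 in CREB3L3−/− livers with 2 of 20 lower and none higher (camera adjusted p = 0.711).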

The upregulation of cholesterogenesis upon CREB3L3 deficiency in the fasted state is seemingly at odds with a previous study that suggested that CREB3L3 stimulates lipogenesis and cholesterogenesis [40]. However, closer inspection at the individual gene levels shows substantial correspondence and indicates that CREB3L3 downregulates SREBP-dependent genes.

Despite lower expression of *Cidec*, which promotes lipid droplet formation [41, 42], PPARα−/−, CREB3L3−/−, and PPARα/CREB3L3−/− mice have elevated hepatic triglyceride levels. Similarly, expression of *Plin5*, which also promotes hepatic fat storage [43], is lower in PPARα−/− mice, despite these mice showing more pronounced steatosis. Accordingly, these data suggest that the elevated hepatic triglycerides in the PPARα−/−, CREB3L3−/−, and PPARα/CREB3L3−/− mice are not mediated by changes in *Cidec* and *Plin5* expression. It should be noted that an increase in liver triglycerides does not necessarily have to be accompanied by elevated hepatic expression of *Cidec* and/or *Plin5*.

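On the ketogenic diet *Cidec* was at a log2 fold change of -0.90 (SE 0.44, adjusted p = 0.198) in PPARα−/− livers, which did not pass, at -2.56 (SE 0.41, adjusted p = 1.3e-05) in CREB3L3−/− and at -3.53 (SE 0.41, adjusted p = 1.9e-07) in PPARα/CREB3L3−/− livers. *Fitm1* was at -4.34 (SE 0.37, adjusted p = 1.8e-09), -3.39 (SE 0.35, adjusted p = 1.1e-08) and -5.49 (SE 0.35) in the same order, and *G0s2* at -0.96 (SE 0.40, adjusted p = 0.118), -1.08 (SE 0.37, adjusted p = 0.0279) and -2.21 (SE 0.37, adjusted p = 5.5e-05), of which the last passed. Of 15 lipid droplet genes 9 fell in PPARα/CREB3L3−/− livers, with a median of -1.21 (limma camera adjusted p = 0.00826 with an estimated correlation).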

One limitation of our study is that we used whole body PPARα−/− and CREB3L3−/− mice. Ideally, it would have been better to use liver-specific PPARα and CREB3L3 deficient mice. Nevertheless, due to the high expression of PPARα and CREB3L3 in liver, we believe the results presented here reflect the hepatic function of the two transcription factors [2, 13]. An additional limitation is that we did not unveil the molecular details of the interaction between PPARα and CREB3L3 during ketogenic diet. These aspects should be further addressed in future studies.

## Conclusion

We find that PPARα and CREB3L3 regulate distinct genes in the liver during fasting, with the exception of a limited number of common targets such as *Fgf21*. Strikingly, deficiency of CREB3L3 in mice during ketogenic diet uncouples the hepatoproliferative and metabolic effects of PPARα. Our data underscore the distinct functions of PPARα and CREB3L3 in the regulation of hepatic gene expression.

## Methods

### Animal experiments

CREB3L3−/− mice were backcrossed onto a C57BL/6 background at least 10 times [17]. PPARα−/− mice that had been backcrossed on a pure C57Bl/6J background for more than 10 generations were acquired from Jackson Laboratories (no. 008154, B6;129S4-Pparatm1Gonz/J) [44]. The two lines were interbred to generate combined PPARα/CREB3L3−/− mice. Mice were housed in a specific pathogen free facility at the Weill Cornell Medical College on a 12 h light/dark cycles and fed ad libitum standard chow diet (PicoLab Rodent diet 20, #5058, Lab diet). The four different mouse lines (wild-type, PPARα−/−, CREB3L3−/−, and PPARα/CREB3L3−/−) were either fasted for 16 h or fed a ketogenic diet for 4 days (# F3666, Bio-Serv). The mice used for experiments were all male and approximately 8 weeks old. The euthanasia was carried out at around 10 a.m., with the ketogenic diet group being non-fasted (ad libitum fed). Blood was taken by orbital puncture under isoflurane anesthesia, followed by euthanasia of the mice by cervical dislocation. Tissues were excised and immediately frozen in liquid nitrogen followed by storage at − 80 °C.

For the adenoviral-mediated CREB3L3 overexpression, two-month-old male mice were injected intravenously via the tail vein at a dose of 3 × 10^9 particles of the adenoviruses per g body weight in 0.15 ml of saline. Mice injected with GFP-expressing adenovirus were used as control. Mice were euthanized four days after adenovirus injection and livers of three mice per group were used for whole genome expression profiling as detailed below. All animal experiments were approved by the Institutional Animal Care and Use Committee at Weill Cornell Medical College (Protocol #2012–0048) and performed in accordance with the approved guidelines.

### Biochemical assays

Plasma triglycerides, non-esterified fatty acids, ketone bodies, alanine aminotransferase, and FGF21 concentrations were determined using assay kits (Serum Triglyceride Determination Kit, Sigma; NEFA-HR (2), Wako Chemicals; Autokit Total Ketone Bodies, Wako Chemicals; ALT Kit, Bio-Quant; Mouse/Rat FGF-21 Quantikine ELISA Kit, R&D Systems; Human FGF-21 Quantikine ELISA Kit, R&D Systems). Lipids were extracted from liver tissues with chloroform/methanol mixture (2:1 *v*/v), as described previously [45].

### Transcriptomics

Microarray analysis was performed on liver samples using 3–4 biological replicates per group. Total RNA was extracted from cells using TRIzol reagent (Life Technologies, Bleiswijk, The Netherlands) and subsequently purified using the RNeasy Micro kit (Qiagen, Venlo, The Netherlands). RNA integrity was verified with RNA 6000 Nano chips on an Agilent 2100 bioanalyzer (Agilent Technologies, Amsterdam, The Netherlands). Purified RNA (100 ng) was labelled with the Ambion WT expression kit (Carlsbad, CA) and hybridized to an Affymetrix Mouse Gene 1.1 ST array plate (Affymetrix, Santa Clara, CA). Hybridization, washing, and scanning were carried out on an Affymetrix GeneTitan platform according to the manufacturer’s instructions. Normalized expression estimates were obtained from the raw intensity values applying the robust multi-array analysis preprocessing algorithm available in the Bioconductor library AffyPLM with default settings [46, 47]. Probe sets were defined according to Dai et al. [48]. In this method probes are assigned to Entrez IDs as a unique gene identifier. In this study, probes were reorganized based on the Entrez Gene database, build 37, version 1 (remapped CDF v22). The *P* values were calculated using an Intensity-Based Moderated T-statistic (IBMT) [49]. Genes were defined as significantly changed when *P* < 0.001.

Geneset enrichment analysis (GSEA) was used to identify gene sets that were enriched among the upregulated or downregulated genes [50]. Genes were ranked based on the IBMT-statistic and subsequently analyzed for over- or underrepresentation in predefined genesets derived from Gene Ontology, KEGG, National Cancer Institute, PFAM, Biocarta, Reactome and WikiPathways pathway databases. Only genesets consisting of more than 15 and fewer than 500 genes were taken into account. Statistical significance of GSEA results was determined using 1000 permutations.

### Statistical analysis

Statistical analysis of the transcriptomics data was performed as described in the previous paragraph. Statistical analysis of the other parameters was performed by two-way ANOVA and Student’s t-test. Data are presented as mean ± SEM. *P* < 0.05 was considered statistically significant.

## Additional file

Additional file 1: **Table S1.** List of 34 genes that were commonly downregulated in livers of PPARα−/−, CREB3L3−/−, and PPARα/CREB3L3−/− mice in the fasted state. **Table S2.** Specific functions of the genes connected to cell cycle illustrated in Figs. 10b and c. **Figure S1.** PPARα and CREB3L3 regulate distinct pathways in liver during fasting. **Figure S2.** Similar effects of PPARα and combined PPARα/CREB3L3 ablation on hepatic gene expression.

## Abbreviations

CREB3L3: cAMP-Responsive Element Binding Protein 3-Like 3
GSEA: Gene Set Enrichment Analysis
NEFA: non-esterified fatty acids
PPAR: Peroxisome Proliferator-Activated Receptor
SPPARM: Selective PPAR Modulator

# Supplementary material for: Transcriptional profiling of PPARα−/− and CREB3L3−/− livers reveals disparate regulation of hepatoproliferative and metabolic functions of PPARα
**Source:** BMC Genomics. 2019 Mar 11;20:199. doi: 10.1186/s12864-019-5563-y
**Supplement:** Supplementary file 1 — Table S1. List of 34 genes that were commonly downregulated in livers of PPARα−/−, CREB3L3−/−, and PPARα/CREB3L3−/− mice in the fasted state. Table S2. Specific functions of the genes connected to cell cycle illustrated in Figs. 10b and c. Figure S1. PPARα and CREB3L3 regulate distinct pathways in liver during fasting. Figure S2. Similar effects of PPARα and combined PPARα/CREB3L3 ablation on hepatic gene expression.

## Supplementary Material

Supplemental Table 1. List of 34 genes that were commonly downregulated in livers of PPAR $\alpha$ -/-, CREB3L3-/-, and PPAR $\alpha$ /CREB3L3-/- mice in the fasted state (IBMT P-value<0.001).

|                      |                                                                      |
|----------------------|----------------------------------------------------------------------|
| <i>Mfsd2a</i>        | Major Facilitator Superfamily Domain Containing 2A                   |
| <i>Mtnr1a</i>        | Melatonin Receptor 1A                                                |
| <i>Fgf21</i>         | Fibroblast Growth Factor 21                                          |
| <i>Lamb3</i>         | Laminin Subunit Beta 3                                               |
| <i>Sema5b</i>        | Semaphorin 5B                                                        |
| <i>Xrcc3</i>         | X-Ray Repair Cross Complementing 3                                   |
| <i>D630045J12Rik</i> | RIKEN cDNA D630045J12 gene                                           |
| <i>Crip2</i>         | Cysteine Rich Protein 2                                              |
| <i>Tlr12</i>         | Toll-like Receptor 12                                                |
| <i>Srebf1</i>        | Sterol Regulatory Element Binding Transcription Factor 1             |
| <i>Kcnk1</i>         | Potassium Two Pore Domain Channel Subfamily K Member 1               |
| <i>Tmem28</i>        | Transmembrane Protein 28                                             |
| <i>Rtfdc1</i>        | Replication Termination Factor 2                                     |
| <i>Dpy19l3</i>       | Dpy-19 Like C-Mannosyltransferase 3                                  |
| <i>Hsd17b10</i>      | Hydroxysteroid 17-Beta Dehydrogenase 10                              |
| <i>Gm10851</i>       | Predicted gene 10851                                                 |
| <i>Sntg2</i>         | Syntrophin Gamma 2                                                   |
| <i>Tram2</i>         | Translocation Associated Membrane Protein 2                          |
| <i>Tmem134</i>       | Transmembrane Protein 134                                            |
| <i>Succl1</i>        | Succinate-CoA Ligase Alpha Subunit                                   |
| <i>Sulf2</i>         | Sulfatase 2                                                          |
| <i>Fam73b</i>        | Mitoguardin 2                                                        |
| <i>Nat1</i>          | N-acetyl transferase 1                                               |
| <i>Tmem184a</i>      | Transmembrane protein 184a                                           |
| <i>Sun2</i>          | Sad1 and UNC84 domain containing 2                                   |
| <i>Sel1l3</i>        | Sel-1 suppressor of lin-12-like 3 (C. elegans)                       |
| <i>Cog4</i>          | Component Of Oligomeric Golgi Complex 4                              |
| <i>Rtn4ip1</i>       | Reticulon 4 Interacting Protein 1                                    |
| <i>Rmdn3</i>         | Regulator Of Microtubule Dynamics 3                                  |
| <i>Nsmf</i>          | NMDA Receptor Synaptonuclear Signaling And Neuronal Migration Factor |
| <i>Ldha</i>          | Lactate dehydrogenase A                                              |
| <i>Ak2</i>           | Adenylate kinase 2                                                   |
| <i>St3gal3</i>       | ST3 beta-galactoside alpha-2,3-sialyltransferase 3                   |
| <i>Oard1</i>         | O-acyl-ADP-ribose deacylase 1                                        |

Supplemental Table 2. Specific functions of the genes connected to cell cycle illustrated in figures 10B and C.

|                                                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |                                  |
|-------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------|
| Cenpe, Centrosome-associated protein E                | required for stable spindle microtubule capture at kinetochores                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | Promoting cell cycle progression |
| Mastl, microtubule-associated serine/threonine kinase |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | Possibly Pro                     |
| Nuf2, NDC80 kinetochore complex component NUF2        | Yeast Nuf2 disappears from the centromere during meiotic prophase when centromeres lose their connection to the spindle pole body, and plays a regulatory role in chromosome segregation                                                                                                                                                                                                                                                                                                                                                                               | Likely pro                       |
| Rrm2                                                  | catalyzes the formation of deoxyribonucleotides from ribonucleotides                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   | Pro                              |
| Bub1, BUB1 mitotic checkpoint serine/threonine kinase | The encoded protein functions in part by phosphorylating members of the mitotic checkpoint complex and activating the spindle checkpoint                                                                                                                                                                                                                                                                                                                                                                                                                               | Pro                              |
| Ncapg, non-SMC condensin I complex subunit G          | subunit of condensin complex, which is involved in condensation and stabilization of chromosomes during mitosis                                                                                                                                                                                                                                                                                                                                                                                                                                                        | Likely pro                       |
| Kif2c, Kinesin family member 2c                       | depolymerize microtubules at the plus end, thereby promoting mitotic chromosome segregation                                                                                                                                                                                                                                                                                                                                                                                                                                                                            | Pro                              |
| Birc5, baculoviral IAP repeat containing 5            | inhibitor of apoptosis (IAP) gene family, which encode negative regulatory proteins that prevent apoptotic cell death                                                                                                                                                                                                                                                                                                                                                                                                                                                  | Possibly Pro                     |
| Incep, inner centromere protein                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | Pro                              |
| Cdk1                                                  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | Pro                              |
| Aurka, aurora kinase A                                | involved in microtubule formation and/or stabilization at the spindle pole during chromosome segregation                                                                                                                                                                                                                                                                                                                                                                                                                                                               | Pro                              |
| Aurkb, same as Aurka                                  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | Pro                              |
| Kntc1, kinetochore associated 1                       | involved in mechanisms to ensure proper chromosome segregation                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         | Pro                              |
| Kif23, kinesin family member 23                       | This protein has been shown to cross-bridge antiparallel microtubules and drive microtubule movement in vitro                                                                                                                                                                                                                                                                                                                                                                                                                                                          | Pro                              |
| Top2a, DNA topoisomerase II alpha                     |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | Pro                              |
| Cenpf, centromere protein F                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | Pro                              |
| Zwilch, zwilch kinetochore protein                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | Likely Pro                       |
| Casc5, kinetochore scaffold                           | interacts with at least 5 different kinetochore proteins and two checkpoint kinases                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    | Likely Pro                       |
| Cdca8, cell division cycle associated 8               | Spindle formation                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      | Pro                              |
| Cdca5 – same as Cdca8                                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | Pro                              |
| Ube2c, ubiquitin conjugating enzyme E2 C              | The encoded protein is required for the destruction of mitotic cyclins and for cell cycle progression                                                                                                                                                                                                                                                                                                                                                                                                                                                                  | Pro                              |
| Prcl, protein regulator of cytokinesis 1              | present at high levels during the S and G2/M phases of mitosis but its levels drop dramatically when the cell exits mitosis and enters the G1 phase. It is located in the nucleus during interphase, becomes associated with mitotic spindles in a highly dynamic manner during mitosis, and localizes to the cell mid-body during cytokinesis. This protein has been shown to be a substrate of several cyclin-dependent kinases (CDKs). It is necessary for polarizing parallel microtubules and concentrating the factors responsible for contractile ring assembly | Pro                              |
| Anln, anillin actin binding protein                   | This gene encodes an actin-binding protein that plays a role in cell growth and migration, and in cytokinesis                                                                                                                                                                                                                                                                                                                                                                                                                                                          | Likely Pro                       |

|                                           |                                                                                                                                            |              |
|-------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------|--------------|
| Ccna2, cyclin A2                          | his protein binds and activates cyclin-dependent kinase 2 and thus promotes transition through G1/S and G2/M                               | Pro          |
| Mki67, marker of proliferation Ki-67      | "necessary for cellular proliferation"                                                                                                     | Possibly Pro |
| Plk1, polo like kinase 1                  | Depletion of this protein in cancer cells dramatically inhibited cell proliferation and induced apoptosis                                  | Pro          |
| Tpx2, microtubule nucleation factor       | controls spindle integrity, genome stability                                                                                               | Likely Pro   |
| Foxm1, forkhead box M1                    | The encoded protein is phosphorylated in M phase and regulates the expression of several cell cycle genes, such as cyclin B1 and cyclin D1 | Pro          |
| S100a11, S100 calcium binding protein A11 | involved in the regulation of a number of cellular processes such as cell cycle progression and differentiation                            | Possibly Pro |
| Ccnb2, cyclin B2                          | essential components of the cell cycle regulatory machinery                                                                                | Likely pro   |
| Cep55, centrosomal protein 55             |                                                                                                                                            | Possibly Pro |
| Emp1, epithelial membrane protein 1       |                                                                                                                                            | ?            |
| Racgap1, Rac GTPase activating protein    | This protein plays a regulatory role in cytokinesis, cell growth, and differentiation                                                      | Possibly Pro |

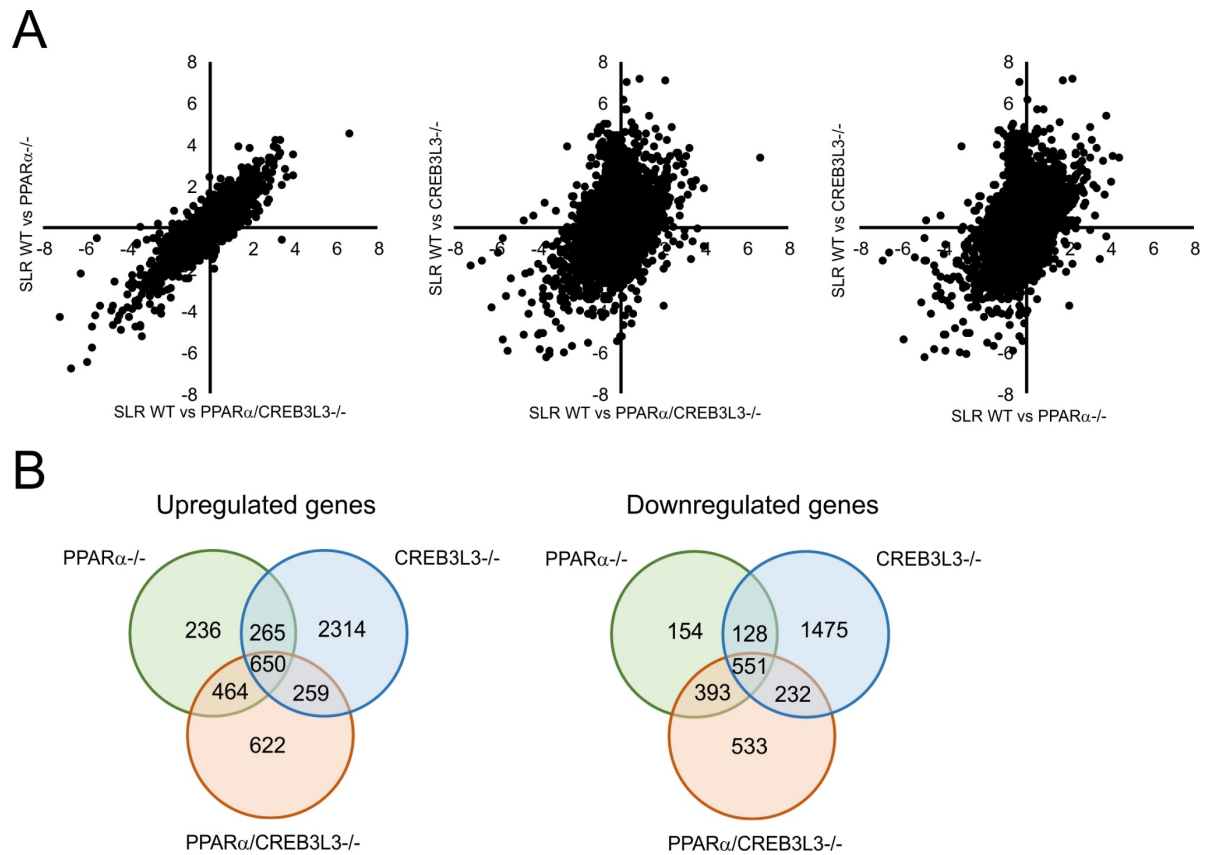

Supplemental figure 2. Similar effects of PPAR $\alpha$  and combined PPAR $\alpha$ /CREB3L3 ablation on hepatic gene expression. A) Correlation plot showing comparative hepatic gene expression changes in PPAR $\alpha$ <sup>-/-</sup>, CREB3L3<sup>-/-</sup>, and combined PPAR $\alpha$ /CREB3L3<sup>-/-</sup> mice in relation to wildtype mice after a 4 day ketogenic diet (expressed as signal log ratio, SLR). B) Venn diagram showing overlap in upregulated genes (left panel) and downregulated genes (right panel) in PPAR $\alpha$ <sup>-/-</sup>, CREB3L3<sup>-/-</sup>, and combined PPAR $\alpha$ /CREB3L3<sup>-/-</sup> mice, in comparison with wildtype mice (IBMT P value<0.001).

How the deposited data were processed for this re-analysis (not part of the article)

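Gene expression was measured in livers of male mice of 4 genotypes (wild-type (WT), PPARα−/−, CREB3L3−/− and PPARα/CREB3L3−/−) after a fast or after 4 days of a ketogenic diet. Each of the 30 livers was hybridized to its own Affymetrix Mouse Gene 1.1 ST array, with 4 arrays per group and 3 in both PPARα−/− groups. The authors normalized the arrays by RMA as implemented in the Bioconductor package AffyPLM, and the deposited values are log2 intensities, 1 per probe set and array. Their versions are not given in the sources used here. The methods name a remapped chip definition file, whereas the identifiers of the deposited values are of the manufacturer's transcript cluster kind, so the deposited probe sets were used as they are. The values run from 0.698 to 13.7, and the array medians from 4.22 to 4.38. Within groups the arrays correlated at 0.978 to 0.990. No array was left out, and 0 columns of values per sample were unused.

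Of the probe sets, 21218 carry 1 gene symbol, 1881 carry several and 12457 carry none, and 18820 genes are covered, 1386 of them by several probe sets. Numbers of genes beside changed probe sets refer only to those with 1 symbol. They count a gene by its probe set with the highest mean, so a gene called only on a dimmer one is left out. The values were fitted in R 4.3.3 with limma 3.58.1, with data.table 1.17.8 for the tables. The model has 1 mean for each of the 8 groups, 22 residual and 3.47 prior degrees of freedom and an intensity trend of the variance. A probe set was called changed at P under 0.001 with a fold change beyond 1.2. Adjusted p values are Benjamini-Hochberg values over all probe sets of a comparison, and a value is given with its standard error (SE). Each knockout was compared with WT, the combined knockout with each single knockout, and WT on the ketogenic diet with fasted WT. The interaction is the effect of CREB3L3 ablation without PPARα minus its effect with PPARα, and the difference of each knockout's effect between the regimens was tested in the same way. Overlaps of lower or higher probe sets use P under 0.001 without a fold criterion. Principal components and clustering on correlation use probe sets with an interquartile range above 0.5 within a regimen. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

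The genes named are the 8 with the largest increase and the 8 with the largest decrease per comparison among those called, with groups that do not overlap and 1 symbol. Every gene the paper names was added, with up to 4 members of each gene list by lowest P. The values in the paper's tables had been seen when this rule was written. A gene found under 2 parts of the rule counts under both. Members of lists are given on the probe set of the gene with the highest mean, and the genes with the largest changes on the probe set that changed, with the other probe sets only for some genes.

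Gene lists were tested with limma's camera on 1 probe set per gene, with a preset correlation of 0.01, and again with an estimated correlation and with fry. Of the 47 lists, 5 were chosen by the study: the CREB3L3 targets of Fig. 5, the genes of Table S1 and Table S2, the PPARα targets of Fig. 11a and the named genes of branched chain amino acid breakdown. The other 42 were written before the values were opened. They cover mitochondrial and peroxisomal fatty acid oxidation, omega-oxidation, ketogenesis, lipid droplets, lipoproteins, cholesterol synthesis, fatty acid synthesis, polyunsaturated fatty acids, gluconeogenesis, branched chain amino acids, complex I, complexes II to V, the TCA cycle, the unfolded protein response, the integrated stress response, NRF2, p53, the acute phase, inflammatory signalling, interferon-stimulated genes and MHC class I. They further cover mitosis, DNA replication, ribosomal proteins, translation factors, bile acids, cytochromes P450, the urea cycle, male-biased and female-biased genes, the circadian clock, hepatocyte identity and fetal liver. The last 8 are markers of cholangiocytes, macrophages, neutrophils, T and NK cells, B and plasma cells, stellate cells, sinusoidal endothelium and erythroid cells. In all 961 members matched a probe set, 7 of them through a synonym, and 125 did not. "Adjusted over the list alone" refers to Benjamini-Hochberg values over the members of a list.

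The alternatives set beforehand were the arrays of 1 regimen or of the compared groups alone, a block for the replicate number and array weights. Others were no trend, a robust trend, the intensity-based moderated t-test (IBMT) with loess, median centring and a repeated quantile normalization. Dim probe sets were left out below the median or the 25th percentile, and probe sets with exactly 1 symbol were used alone. Thresholds by adjusted p, with or without the fold criterion, and a fold of 2 were tried, and each array was left out in turn. For correlations, Spearman's coefficient, only probe sets above the median and WT arrays divided 2 and 2 were used. For single genes of Fig. 5 the methods' t-test was run on log2 and on linear values. For principal components, no filter and scaling to unit variance were tried. Windows of 5 and 20 Mb were set beside the main window of 10 Mb around the targeted genes. After seeing the data, 1 probe set per gene and a fit without the 3 arrays that stand apart most were added. The tallies of the 40 leading genes, of shared lists and of members at an unadjusted p under 0.05 were also chosen after values were seen.

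The fit was tested on simulated data with the spread of these arrays. Of changes of 1.5-fold it recovered 53.7% with 3 arrays against 4 (fasted PPARα−/−) and 71.6% and 67.2% with 4 against 4 (fasted and ketogenic CREB3L3−/−). For changes of 2-fold it recovered 89.6%, 85.1% and 86.6%, and for changes of 4-fold 98.5%, 95.5% and 98.5%. False calls numbered 37, 25 and 17 among 35356 unchanged probe sets. In 10 simulations of a list with 1.5-fold changes in a part of its members (fasted CREB3L3−/−), camera called this list in 8, and it called 4 other lists. Bounds of medians are 95% bounds from 2000 bootstrap draws over genes. Public collections for gene set enrichment, the mice given a PPARα agonist or adenoviral CREB3L3, plasma measurements, PCR and histology were not analysed here.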

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

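Of the tests of this part, the simulation of added effects was chosen before its result was seen, and the other tests of explanations and the other groupings of the arrays were chosen after.

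In CREB3L3−/− livers on the ketogenic diet cell cycle genes were higher and genes of liver function lower. With any 1 array left out the median of the mitosis genes was at least 3.505, and under median centring and repeated quantile normalization it was at least 3.537, which argues against 1 array or the scaling as the source. A lower share of hepatocytes would raise the markers of all other cells, but lymphocyte and endothelial markers had a median of -0.20 (-0.32 to -0.09, 52 genes), against 0.89 (0.79 to 1.13, 67 genes) for macrophages, stellate cells and cholangiocytes. A change within these last cell types stays open. Since the median interaction of the mitosis genes was -3.735 (-3.96 to -3.27), the response may need PPARα, a hypothesis found and tested on the same livers.

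More probe sets changed in fasted PPARα/CREB3L3−/− livers (2482) than in both single knockouts together (1914), a ratio of 1.297. When single effects were simulated to add up on the log2 scale, the ratio was 1.873 (1.783 to 1.962 in 20 draws), so sums of small effects that cross a fixed threshold are a candidate explanation of the excess. This ratio overstates it, since the simulated combined knockout had 2587 calls but the single ones 1121 and 261, below the 1421 and 493 observed. The simulation called 33.8 interactions on average, against 271 observed, so additive effects leave most of the interactions open. The combined knockout has 4 arrays and PPARα−/− 3, and with any 1 combined array left out the count was 1915 to 2576, whose lower end meets the sum, so the difference in arrays cannot be told apart from an effect of the genotype.

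Camera called interferon-stimulated genes higher than in WT in fasted and lower in ketogenic PPARα/CREB3L3−/− livers, calls lost with an estimated correlation (limma, adjusted p = 0.0634 and 0.111), unlike their difference (0.0419), with means of 7.83 and 5.23 log2 units in this genotype and 6.45 and 6.87 in WT. Within the combined knockout the median difference between the regimens was -2.539 (-2.94 to -2.19), which argues against the WT level as the whole cause. The difference relative to WT was -2.567 or further from 0 with any 1 array left out. Macrophage, T and B cell markers differed by -0.379 (-0.55 to -0.23), far less than the -2.98 (-3.66 to -2.26) of the interferon genes, which argues against fewer immune cells. The regimen and the separate sets of mice stay open.

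Whether another grouping of the arrays gives as much was tested by regrouping them. For each comparison of 2 groups only the real grouping, 1 of 35, called as many probe sets, which argues against chance. A share of 1 in 35 is the smallest that these groupings can give, so it does not exclude chance. The fasted counts and the highest of the other groupings were 1421 and 588 for PPARα−/−, 493 and 123 for CREB3L3−/−, and 2482 and 361 for the combined knockout. Against single knockouts they were 593 and 343 (PPARα−/−) and 1877 and 314 (CREB3L3−/−). The ketogenic values were 3883 and 2142, 7604 and 2127, and 4972 and 433 against WT, and 859 and 733 and 7242 and 1812 against the single knockouts. WT between regimens gave 1510 and 319. Each of these highest other groupings moved 1 array out of its real group or exchanged 1 array between the groups. The medians of the other groupings were 25 to 78. For terms of 4 groups 100 groupings were used. The interactions, 271 with 265 as the highest other after the fast and 5669 with 5103 on the diet, were reached by 1. The difference between regimens was reached by 2 for PPARα−/− (1718, highest other 1935) and 2 for CREB3L3−/− (4897, 5392), and by 3 for PPARα/CREB3L3−/− (2937, 4959), counting the real one. Regrouping the arrays also breaks up the knockout effects themselves. The shares of 1 to 3 in 100 therefore do not test the interaction or the difference between regimens alone. For the differences between regimens single groupings called more probe sets than the real one.

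A single array lay far from the others of its group by Dixon's test in 18 of 510 tests, and chance gives this in about 1 in 20 groups. Among list means these were 11.06 for peroxisomal oxidation in fasted CREB3L3−/− liver 2, 3.33 for B and plasma cell markers in fasted WT liver 3 and 7.95 for endothelial markers in fasted WT liver 2. After the diet they were 8.67 for bile acid genes and 9.06 for the named branched chain genes in PPARα/CREB3L3−/− livers 3 and 4. In CREB3L3−/− livers 1 and 3 they were 8.90 for male-biased genes and 5.53 for neutrophil markers. Among single genes in the fast they were *Apoa4* at 11.71 in WT liver 4, and *Cyp4a14* at 13.20, *Xrcc3* at 6.71 and *Ehhadh* at 12.51 in CREB3L3−/− livers 1, 2 and 4. *Slc27a1* at 5.23 and *Apoc2* at 11.14 were apart in fasted PPARα/CREB3L3−/− livers 3 and 4. With the ketogenic diet they were *Mtnr1a* at 2.96 in PPARα/CREB3L3−/− liver 2, *Vnn1* at 11.11 and *Fabp2* at 10.54 in WT livers 2 and 4, and *Apoc2* at 11.52 and *Hsd17b10* at 9.17 in CREB3L3−/− liver 1.

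Some further lists kept their camera call with an estimated correlation. In fasted PPARα/CREB3L3−/− livers NRF2, with a median of 0.46, was 1 of 2 lists that stayed higher. The other was the unfolded protein response. After the ketogenic diet ribosomal proteins were at 0.76 in PPARα−/−, 0.57 in CREB3L3−/− and 0.87 in PPARα/CREB3L3−/− livers, and translation factors at 0.36 and 0.30 in the groups without PPARα. In CREB3L3−/− livers the TCA cycle was at -0.53, bile acids at -1.99, the urea cycle at -1.57 and hepatocyte identity at -0.85, with fetal liver at 1.34 and cholangiocyte markers at 0.81.

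The difference of each knockout's effect between the regimens, ketogenic minus fasted, was tested list by list. It kept the call for the acute phase (-0.92), interferon-stimulated genes (-2.28), MHC class I (-0.77) and ribosomal proteins (0.58) in PPARα−/− livers. In CREB3L3−/− livers it did for mitochondrial (-1.03) and peroxisomal oxidation (-1.37), branched chain amino acids (-1.27), complexes II to V (-0.43), the TCA cycle (-0.46), bile acids (-1.88) and the urea cycle (-1.26). The same held for mitosis (3.84), DNA replication (2.00), fetal liver (1.03) and cholangiocyte markers (0.58). In PPARα/CREB3L3−/− livers it did for interferon-stimulated genes (-2.98), MHC class I (-0.78) and ribosomal proteins (0.74). Regimen and experiment are not told apart in these differences.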

How the results depend on the processing

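Of the alternatives below, 1 probe set per gene and the fit without 3 arrays that stand apart were chosen after seeing the data, and all others were set before the data were examined. Over the values that answer a comparison and the alternatives set beforehand, 1117 in all, 1051 kept their direction and side of the threshold (counts within 1.5 times), 15 lost a call, 7 gained a call, 44 moved and 0 reversed. Of 83 values under the added alternatives 4 moved and 1 gained a call. For single genes, further lists and genes near the targeted loci, 13291 of 13742 stayed, 343 lost and 108 gained a call, and under the added alternatives it was 1149 of 1172, 17 and 6. Where no reason is given below, the cause was not tested. Each group has 3 or 4 arrays.

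Fits with fewer arrays, or with 1 array left out, moved counts of the combined against the single knockouts. For ketogenic livers 859 became 446 with the 15 arrays of the diet and 241 with only the arrays of the 2 groups, and after the fast 593 became 363 with these, fits with fewer arrays to estimate the spread. The count of PPARα/CREB3L3−/− against CREB3L3−/− on the diet, 7242, became 4524 with only the arrays of the 2 groups. Leaving out 1 array gave the ketogenic comparison with PPARα−/− 389 (without ketogenic PPARα−/− liver 2) to 1058, with 527 without PPARα/CREB3L3−/− liver 3, and for the fasted comparison 286 (without fasted PPARα−/− liver 1) to 677.

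With 1 probe set per gene, which tests fewer probe sets, the counts were 311 for fasted CREB3L3−/−, 160 for the fasted interaction, and 959 and 1895 for the differences between regimens of PPARα−/− and PPARα/CREB3L3−/−. At a fold beyond 2, a stricter threshold, they were 379, 118 and 636 for fasted PPARα−/−, CREB3L3−/− and PPARα/CREB3L3−/− against WT, 193 and 529 for the combined against each single knockout and 96 for the interaction. The ketogenic counts were 1137, 2794, 1431, 163, 2670 and 2975 in the same order, 617, 2599 and 1148 for the differences between regimens and 253 for WT between regimens. With an adjusted p under 0.05 in place of P, without a fold criterion, fasted PPARα−/− had 2138, the fasted combined knockout 4153 and the fasted interaction 60. The ketogenic combined knockout had 7620 against WT and 11183 against CREB3L3−/−, the ketogenic interaction 8606, the differences between regimens 7644 (CREB3L3−/−) and 4609 (combined) and WT between regimens 2492. With the fold criterion as well the counts were 3922, 60, 8532, 7523, 4590 and 2332 for the fasted combined knockout, the fasted and ketogenic interactions, these 2 differences and WT. The overlap of genes lower in all 3 knockouts on the ketogenic diet, 826, was 1272 at this adjusted p.

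The replicate number was tested as a block with the 15 arrays of the diet, although arrays of the same number did not pair. Their residuals correlated at 0.0107 on average (-0.111 to 0.121) after the fast and 0.0184 (-0.0823 to 0.113) on the diet, and 6 of 15 arrays in each matched their own number best. With the block the ketogenic PPARα/CREB3L3−/− against PPARα−/− count was 381, the ketogenic overlap 548, and inflammatory signalling in fasted PPARα−/− livers 0.16 (adjusted p = 0.0138).

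Inflammatory signalling in fasted PPARα−/− livers, at 0.20 (adjusted p = 0.0713 from limma) and not called, was called with the 15 arrays (0.20, 0.0163) or those of the 2 groups (0.20, 0.0157), with array weights (0.18, 0.0499) and with median centring (0.17, 0.0431). Leaving out 1 array gave 0.045 to 0.29, with a limma call at 0.23 (adjusted p = 0.0448) without fasted WT liver 4 and at 0.29 (adjusted p = 0.0125) without PPARα−/− liver 1. Without the 3 arrays that stand apart it was 0.23 (limma, adjusted p = 0.0337). Fatty acid synthesis in WT between regimens lost its call without probe sets dimmer than the median, at 0.40 (adjusted p = 0.052 from limma).

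An estimated correlation within lists in limma's camera, which counts the members as less independent, ended 11 of these calls at unchanged medians. In fasted PPARα−/− livers these were complex I (-0.19, adjusted p = 0.0886 from limma), the unfolded protein response (0.43, 0.0886) and branched chain amino acids (-0.24, 0.293). In fasted CREB3L3−/− livers they were lipoproteins (-0.055, adjusted p = 0.215 from limma), cholesterol synthesis (1.05, 0.0755) and branched chain amino acids (-0.13, 0.352, and 0.117 by fry), and in the fasted combined knockout lipoproteins (-0.22, 0.221). Mitosis was lost in ketogenic PPARα−/− (-0.43, adjusted p = 0.419 from limma) and combined knockout livers (-0.38, 0.519). For WT between regimens fatty acid synthesis (0.33) and cholesterol synthesis (0.75) were lost at limma's adjusted p = 0.725 and 0.725, and by fry at 0.0688 and 0.0688.

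Among values without a test, the correlation of the PPARα−/− and CREB3L3−/− effects was 0.0857 after the fast and 0.355 on the diet when the WT arrays were divided 2 and 2, which removes the shared arrays. The first fasted component held 23.9% without the interquartile range filter.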

Differences from the paper's values

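Values were compared with those of the paper and taken to differ beyond a ratio of 1.5. The alternatives were set before the data were examined, apart from 1 probe set per gene and the fit without 3 arrays that stand apart, which were chosen after seeing the values.

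For fasted CREB3L3−/− livers the paper gives 312 changed genes, of which 134 were higher, and here 493 probe sets changed, of which 280 were higher. The total came within the ratio without an intensity trend (458), with median centring (444), repeated quantile normalization (445), dim probe sets left out at the median (448), exactly 1 symbol (380), an adjusted p with the fold criterion (433) and without any 1 of the 8 arrays (383 to 452). It did not with the arrays of the diet (511), the block (505), the 2 groups alone (498), IBMT with loess (491), a robust trend (479) or array weights (640). Nor did it with the 25th percentile filter (491), an adjusted p alone (519), P alone (596), a fold of 2 (118) or without the 3 arrays (543). Of the 493 probe sets 354 carry 1 symbol. Counting each gene only by its probe set with the highest mean, 290 genes were called, of which 122 were higher. With 1 probe set per gene the total was 311 and the higher ones 136. The number of higher ones came within the ratio with median centring (148), repeated quantile normalization (197), exactly 1 symbol (189) and without fasted WT liver 1 (201). Under the other alternatives it did not, at 62 with a fold of 2 and 204 to 378 with the rest.

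For the ketogenic diet Fig. S2B shows about 550 genes lower in all 3 knockouts, read by eye, and here 826 probe sets were. The number differed also with IBMT (828), array weights (942), median centring (903), repeated quantile normalization (844), the adjusted p (1272), without CREB3L3−/− liver 1 or 2 (879, 828), without combined knockout liver 3 (830) and without the 3 arrays (889). The other 21 alternatives were within the ratio, at 548 with the block to 825 with the 25th percentile filter. About 230 genes lower in CREB3L3−/− and PPARα/CREB3L3−/− only, read by eye in the same figure, stand beside 348 here. The difference stayed with IBMT (346), median centring (470), repeated quantile normalization (348), the fold criterion (346), the adjusted p (604) and without WT liver 1 (355) or any PPARα−/− liver (477, 412 and 477). The other 21 were within the ratio, at 248 to 344. For about 650 genes higher in all 3 knockouts, read by eye in the same figure, 1068 were found. Within the ratio were the 15 arrays of the diet (953), the block (860), median centring (951), exactly 1 symbol (864), 1 probe set per gene (496), and the fits without PPARα−/− liver 1 or 3 (969, 974) or WT liver 2, 3 or 4 (963, 927, 959). The other 20 were not, at 989 to 1633.

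For the fasted arrays Fig. 2c gives the first component about 49%, read by eye, and here it held 27.2%. None of the 19 alternatives came within the ratio, at 23.9% to 28.8%. The second component has about 18% in Fig. 2c, read by eye, and 11.2% here. It came within the ratio without WT liver 4 (12.6%) or PPARα/CREB3L3−/− liver 2 (12.1%), and under the other 17 alternatives it did not, at 10.1% to 11.9%.

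Several statements on single genes and groups of genes were not met by the calls. The paper lists *G6pc* and *Pck1* among genes lower in fasted CREB3L3−/− livers, and neither was called by limma, whereas the methods' t-test gave lower values for all 13 genes of Fig. 5. The paper names *Hsd17b10*, *Auh*, *Hibch*, *Hibadh*, *Ivd* and *Acad8* as enriched in the set lowered in both fasted single knockouts, and of these *Hsd17b10* and 1 of 3 probe sets of *Hibadh* were called in CREB3L3−/− livers. It speaks of lower *Cidec* in all 3 knockouts, and *Cidec* was not called in PPARα−/− livers. *Tmem28* and *Tmem184a* of Table S1 were not called in the fasted combined knockout. It reports inflammatory gene sets as induced in fasted PPARα−/− livers, and the inflammatory signalling list was not called with all 30 arrays. It names the unfolded protein response for PPARα deficiency, and the list was called higher by camera in both fasted single knockouts, calls that were lost with an estimated correlation (adjusted p = 0.0886 in PPARα−/− and 0.0755 in CREB3L3−/− livers, limma). Desaturation of polyunsaturated fatty acids and complexes II to V were lower in both single knockouts by camera, beside the 1 shared group that the paper names, but no list was shared with an estimated correlation. For the ketogenic diet the paper states in its results that CREB3L3 ablation had no effect without PPARα, and in its discussion that it had almost none, and 859 probe sets differed. The highest count of any other grouping of these arrays was 733, in a grouping with 1 array moved, and the median of the other groupings was 51.5. There were 446 with the 15 arrays of the diet, 241 with those of the 2 groups and 389 without PPARα−/− liver 2.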

Other observations

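Which lists are described here was chosen after their results were seen. In CREB3L3−/− livers on the ketogenic diet the change of functional genes extended beyond lipid metabolism. Of 21 bile acid genes 16 fell and 2 rose, *Slc10a1*, the bile acid uptake transporter, being at a log2 fold change of -3.64 (SE 0.23, adjusted p = 2.6e-12), *Baat*, which conjugates bile acids, at -2.41 (SE 0.15, adjusted p = 2.4e-12) and *Abcc4*, an efflux pump, at 3.74 (SE 0.24, adjusted p = 4.4e-12). Of 22 cytochromes P450 17 fell, with *Cyp2f2* at -3.25 (SE 0.18, adjusted p = 1.5e-13) and *Cyp2c37* at -5.56 (SE 0.39, adjusted p = 1.6e-11), and of 16 male-biased genes 14 fell, with *Elovl3* at -5.26 (SE 0.51, adjusted p = 4.2e-09). Of 21 genes of hepatocyte identity 17 fell, among them *Hpd*, a dioxygenase of tyrosine breakdown, at -4.26 (SE 0.41, adjusted p = 3.5e-09) and *Hal*, the histidine lyase, at -2.46 (SE 0.17, adjusted p = 1.3e-11). Of 16 clock genes 7 fell, with *Per3* at -1.92 (SE 0.25, adjusted p = 7.5e-07). On the other side 8 of 14 fetal liver genes rose, with *Gpc3*, a glypican, at 3.06 (SE 0.25, adjusted p = 2.1e-10), 8 of 14 cholangiocyte markers, with *Bicc1* at 2.33 (SE 0.16, adjusted p = 8.8e-12), and 18 of 29 stellate cell genes, with *Vim*, vimentin, at 3.01 (SE 0.26, adjusted p = 5.8e-10) and *Timp1*, a protease inhibitor, at 2.72 (SE 0.25, adjusted p = 1.6e-09). With an estimated correlation limma's camera gave adjusted p = 0.0335, 0.0563, 0.066, 0.0493, 0.1, 0.026, 0.026 and 0.0625 in the order given, so that the P450, male-biased, clock and stellate cell calls were lost. Female-biased genes had 3 of 14 lower (adjusted p = 0.184), endothelial markers 3 of 20 higher and 3 lower, and neutrophil markers 3 of 12 higher (0.653), while of 6 erythroid genes only *Alas2* fell, at -2.08 (SE 0.21, adjusted p = 6.4e-09).

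Livers without PPARα also changed beyond lipid metabolism on the ketogenic diet, in part as those without CREB3L3 did. Of 40 ribosomal protein genes 39 rose in PPARα−/−, 39 in CREB3L3−/− and 40 in PPARα/CREB3L3−/− livers, *Rpl35* by 1.07 (SE 0.07, adjusted p = 1.5e-11) in PPARα−/− and 1.16 (SE 0.06, adjusted p = 5.2e-13) in PPARα/CREB3L3−/− livers, and of 26 translation factors 16, 18 and 13 rose in the same order. Camera gave the ribosomal list adjusted p = 0.00123, 0.026 and 0.00129 with an estimated correlation. Of 23 interferon-stimulated genes 16 and 15 fell in the 2 groups without PPARα, with *Irf7* at -2.23 (SE 0.29, adjusted p = 1.3e-06) and -2.53 (SE 0.26, adjusted p = 3.4e-08), and of 18 MHC class I genes 13 and 11, with *Psmb8* at -2.04 (SE 0.19, adjusted p = 7.0e-09) and -2.12 (SE 0.18, adjusted p = 5.7e-10). Male-biased genes fell in 9 and 13 of 16 cases, and *Cyp4a12a* was at -3.25 (SE 0.38, adjusted p = 3.2e-07) in PPARα−/− livers. In these 2 groups, with an estimated correlation, the calls held for translation factors (limma, adjusted p = 0.0205 and 0.0278) and MHC class I (0.0116 and 0.0262), and were lost for interferon-stimulated (0.0756 and 0.111) and male-biased genes (0.0896 and 0.0793). After the fast the combined knockout differed, with 19 of 23 interferon-stimulated genes higher (*Ifit3*, 2.17, SE 0.31, adjusted p = 2.1e-05), 17 of 24 genes of the unfolded protein response (*Atf4*, 1.16, SE 0.18, adjusted p = 5.2e-05) and 9 of 21 NRF2 genes (*Nqo1*, 1.51 (SE 0.19, adjusted p = 2.9e-06), and *Hmox1*, 2.23 (SE 0.34, adjusted p = 5.2e-05)). The integrated stress response had 7 of 19 higher and inflammatory signalling 7 of 24, with *Icam1* at 1.58 (SE 0.18, adjusted p = 7.9e-07). With an estimated correlation limma's camera gave these lists adjusted p = 0.0634, 0.0454, 0.0427, 0.128 and 0.095, so that 3 of the 5 calls were lost.

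Genes within 10 Mb of *Ppara* were called more often than other genes in fasted livers. In PPARα−/− livers 34 of 281 were called, 12.1% against 5.61% elsewhere (odds ratio 2.32, Fisher's exact test, adjusted p = 7.8e-04), and in PPARα/CREB3L3−/− livers 47 of 281 (odds ratio 1.88, adjusted p = 0.00234). In CREB3L3−/− livers, which carry an intact *Ppara*, 11 of 281 were called (odds ratio 2.66, adjusted p = 0.0222). Within 5 and 20 Mb the odds ratios in PPARα−/− livers were 2.45 and 1.70 (adjusted p = 0.0378 and 0.0135), whereas the other 2 knockouts did not pass (adjusted p = 0.122 and 0.0851 in PPARα/CREB3L3−/−, 0.268 and 0.452 in CREB3L3−/− livers). On the ketogenic diet the odds ratio near *Ppara* was 1.49 in CREB3L3−/− livers (adjusted p = 0.0116, but 0.268 and 0.460 within 5 and 20 Mb) and 1.42 in PPARα−/− livers (adjusted p = 0.0808, which did not pass), and in PPARα/CREB3L3−/− livers it was 1.19 (adjusted p = 0.415). Between PPARα/CREB3L3−/− and CREB3L3−/− livers it was 1.64 after the fast and 1.39 on the diet (adjusted p = 0.0401 and 0.0401). Within 5 and 20 Mb neither passed (adjusted p = 0.387 and 0.303 after the fast, 0.268 and 0.303 on the diet). Within 10 Mb of *Creb3l3* no comparison passed, with an odds ratio of 1.71 in fasted CREB3L3−/− livers. Within 20 Mb 132 of 373 genes were called between ketogenic PPARα/CREB3L3−/− and CREB3L3−/− livers (odds ratio 1.43, adjusted p = 0.0135). Whether these genes differ by strain was not tested.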
